# Heme-stress activated NRF2 skews fate trajectories of bone marrow cells from dendritic cells towards red pulp-like macrophages in hemolytic anemia

**DOI:** 10.1038/s41418-022-00932-1

**Published:** 2022-01-14

**Authors:** Florence Vallelian, Raphael M. Buzzi, Marc Pfefferlé, Ayla Yalamanoglu, Irina L. Dubach, Andreas Wassmer, Thomas Gentinetta, Kerstin Hansen, Rok Humar, Nadja Schulthess, Christian A. Schaer, Dominik J. Schaer

**Keywords:** Haematological diseases, Immunopathogenesis

## Abstract

Heme is an erythrocyte-derived toxin that drives disease progression in hemolytic anemias, such as sickle cell disease. During hemolysis, specialized bone marrow-derived macrophages with a high heme-metabolism capacity orchestrate disease adaptation by removing damaged erythrocytes and heme-protein complexes from the blood and supporting iron recycling for erythropoiesis. Since chronic heme-stress is noxious for macrophages, erythrophagocytes in the spleen are continuously replenished from bone marrow-derived progenitors. Here, we hypothesized that adaptation to heme stress progressively shifts differentiation trajectories of bone marrow progenitors to expand the capacity of heme-handling monocyte-derived macrophages at the expense of the homeostatic generation of dendritic cells, which emerge from shared myeloid precursors. This heme-induced redirection of differentiation trajectories may contribute to hemolysis-induced secondary immunodeficiency. We performed single-cell RNA-sequencing with directional RNA velocity analysis of GM-CSF-supplemented mouse bone marrow cultures to assess myeloid differentiation under heme stress. We found that heme-activated NRF2 signaling shifted the differentiation of bone marrow cells towards antioxidant, iron-recycling macrophages, suppressing the generation of dendritic cells in heme-exposed bone marrow cultures. Heme eliminated the capacity of GM-CSF-supplemented bone marrow cultures to activate antigen-specific CD4 T cells. The generation of functionally competent dendritic cells was restored by NRF2 loss. The heme-induced phenotype of macrophage expansion with concurrent dendritic cell depletion was reproduced in hemolytic mice with sickle cell disease and spherocytosis and associated with reduced dendritic cell functions in the spleen. Our data provide a novel mechanistic underpinning of hemolytic stress as a driver of hyposplenism-related secondary immunodeficiency.

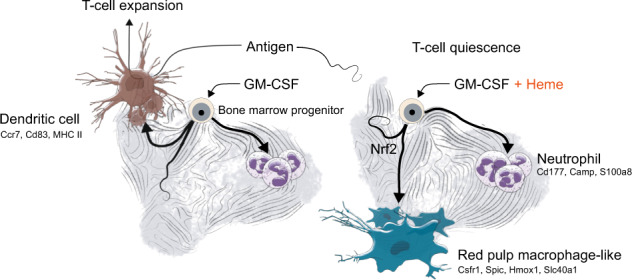

## Introduction

The hemolytic destruction of red blood cells (RBCs) generates large quantities of cell-free hemoglobin and heme, which accumulate in the blood and tissues. These RBC-derived toxins drive morbidity and mortality in hemolytic anemias via a number of pathophysiological pathways that cause nitric oxide depletion, lipid peroxidation, and heme engagement of cellular signaling receptors [1–4]. While primary heme toxicities are localized in the cardiovascular system and kidneys, more recent research has identified heme as a context-dependent stimulator and suppressor of immunity and inflammation [3–5]. Immunosuppressive functions of heme may contribute towards a poorly understood secondary immunodeficiency, called hyposplenism, which is a critical contributor to mortality in patients with genetic hemolytic anemia [6–9].

Hemolytic anemias such as sickle cell disease (SCD), thalassemia, and spherocytosis are the most frequent monogenic diseases worldwide and have exerted strong evolutionary pressure on physiological adaptation enhancing disease tolerance to anemia and heme-stress [10, 11]. A key role of this adaptation is provided by mononuclear phagocytes in the liver and spleen. These macrophages remove damaged RBCs and toxic heme-protein complexes from the blood, which limits hemolysis-related tissue toxicity and ultimately sustains iron metabolism and erythropoiesis [12–17]. However, chronic heme stress, such as that in hemolytic anemias, is noxious for erythrophagocytic macrophages, and their continuous replacement by bone marrow (BM)-derived monocytes is thus needed to maintain homeostasis [18–23]. This replacement is driven by a regulatory network that includes the heme-activated transcription factor Spi-C [22] and PPARγ [24]. The antioxidant and iron-recycling functions are further supported by ATF1 [25] and the basic leucine zipper protein transcription factor NFE2L2 (NRF2), which is known as the master regulator of the cellular response to oxidative stress [26].

Like monocyte-derived macrophages, dendritic cells (DCs) emerge from myeloid-rooted BM progenitors. DCs are the professional antigen-presenting cells and are essential for the initiation of effector T cell responses [27]. Despite their key role at the interface of innate and adaptive immunity, there is a lack of research defining the influence of hemolysis and heme stress on DCs and how a potential deregulation of DC homeostasis could contribute to hemolysis-associated immunodeficiency. Similar to heme-handling macrophages in the hemolytic spleen, DCs are short-lived cells that continuously emerge from the BM and differentiate into mature antigen-presenting cells in tissues [27–29]. Monocyte-derived macrophages and DCs are progenies of common myeloid BM-precursors, which implies a potential competition of macrophage and DC generation [30–32]. Based on this prior knowledge, we reasoned that adaptation to chronic heme stress may progressively shift the differentiation trajectories of myeloid BM progenitors to expand the capacity of heme-handling macrophages at the expense of homeostatic DC production. Although such a hematopoietic deviation may support adaptive physiology in hemolytic stress, the resulting deficiency in DCs may contribute to hyposplenism.

Therefore, to explore how heme-stress could perturbate macrophage and DC homeostasis, we performed time-resolved single-cell RNA-sequencing (scRNA-seq) experiments with mouse BM cultures. We found that heme redirected the differentiation trajectory of BM cells toward antioxidant and iron-recycling macrophages rather than DCs via an NRF2-dependent signaling pathway. Heme stress in mice with SCD replicated this phenotype in vivo and showed the expansion of heme-handling macrophages and a concomitant reduction in DCs with an impaired capacity to prime antigen-specific T cells. Our data reveal a new regulatory function of heme in the immune system and points to a novel mechanistic understanding of secondary immunodeficiency in hemolytic anemia.

## Results

### Heme exposure suppressed the phenotype of functional DCs in mouse BM cultures

To investigate the impact of heme-exposure on myeloid cell differentiation trajectories in vitro, we cultured lineage-depleted (Lin^−^) BM cells from C57BL/6 mice supplemented with recombinant M-CSF or GM-CSF, which are known to induce BM cells into macrophages and DCs, respectively. Within 7 days, these M-CSF- and GM-CSF BM cultures generated populations of CD11b^+^/CD115^+^/MHC-class II^low^ macrophages and CD11c^+^/CD115^−^/MHC-class II^high^ DC-like cells, respectively (Supplementary Fig. 1A) [30, 33]. We characterized the potential heme-handling function of these cells by measuring the uptake of SnMP, a fluorescent heme-analog, using a spectral flow analyzer. In contrast to the DC-like cells, we detected a strong SnMP-typical fluorescence signal in the macrophages, suggesting functional heterogeneity (Supplementary Fig. 1B).

To fully characterize the cell-type heterogeneity and changes induced by heme under the two culture conditions, we exposed M-CSF BM cultures and GM-CSF BM cultures to heme-albumin (heme) or albumin (vehicle control) and then performed a multiplexed scRNA-seq experiment (Fig. 1A). Cells under each condition were labeled with DNA-barcoded antibodies, pooled and processed for sequencing. Figure 1A shows a uniform manifold approximation and projection (UMAP) of the 4852 cells merged across the four treatment conditions (growth factor × treatment). The 15 clusters were assigned to cell types using an unbiased approach with an algorithm that performs a per-cluster search for populations with similar gene expression in a database of >15 million annotated single-cell transcriptomes [34] (Supplementary Fig. 1C). The M-CSF BM cultures generated only macrophages, with minor database hits consistent with monocytes and microglia. In contrast, the GM-CSF BM cultures were more heterogeneous and consisted of macrophages, DCs and neutrophils (Fig. 1B). Split UMAP plots for the four conditions showed clear segregation of the GM-CSF and M-CSF BM cultures and also of the control and heme-exposed cells, which implies a strong effect of heme-exposure on the overall gene expression profile (Fig. 1C).

**Fig. 1:**
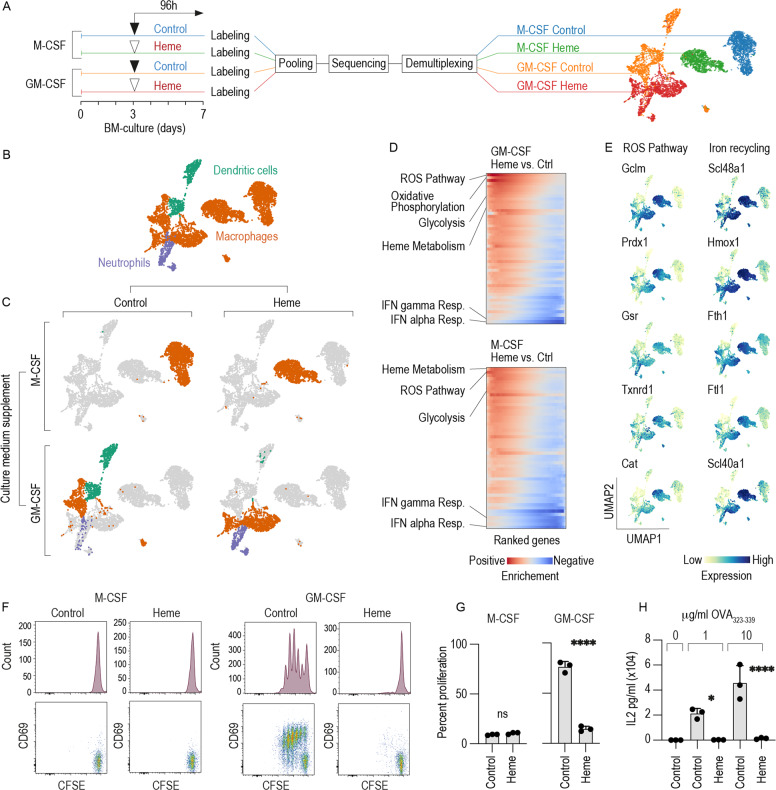
Heme exposure suppressed CD11c^+^/MHC class II^high^/CD115 (Csf1R)^−^ DC phenotype and function in GM-CSF mouse BM cultures. **A** Left: Outline of the multiplexed scRNA-seq experiment. M-CSF- and GM-CSF BM cultures were stimulated with heme (300 µM) or vehicle on day 3. On day 7, the cells were harvested, tagged with oligo-barcoded antibodies, and pooled into a single scRNA-seq sample for sequencing. Demultiplexing and reassignment of treatment groups were performed after quality assessment, filtering, and cell-type attribution. Right: UMAP plot showing cells colored by DNA-barcoded antibodies (hashtag labeling). **B** UMAP plot showing cells colored by cell type. **C** Factorial UMAP plots of the dataset separated by culture supplement (M-CSF versus GM-CSF) and treatment condition (vehicle versus heme exposure). The data points are colored by cell type (orange = macrophages, purple = neutrophils, green = DCs). **D** GSEA of differentially expressed genes (heme exposure versus vehicle) in GM-CSF or M-CSF BM cultures. The heatmaps represent the running enrichment score per gene-set category (red for positive enrichment, blue for negative enrichment). Each row represents one gene-set category. **E** UMAP plots showing the expression levels of the top five enriched genes defining the ROS pathway and genes associated with iron recycling in the whole data set. **F** M-CSF- and GM-CSF BM cells were cultured with heme (300 µM) or vehicle. On day 7, the cells were harvested, pulsed with OVA_323-339_ (1 µg/ml), washed to remove any remaining heme, and then incubated with CFSE-labeled naive CD4^+^ T cells isolated from OT-2 mice in a 1/5 BM cells to T cells ratio. The proliferation of CD4^+^ T cells was assessed by evaluating the degree of CFSE dilution measured by flow cytometry after 3 days in coculture. The cells were also stained for the T cell activation marker CD69. Representative data for cells gated based on positive CD4 expression are shown. **G** Cumulative T cell proliferation data from three independent coculture experiments. **H** GM-CSF BM cells were cultured with heme (300 µM) or vehicle. On day 7, the cells were harvested, pulsed with OVA_323-339_ (1 or 10 µg/ml), washed to remove any remaining heme, and then incubated with CFSE-labeled naive CD4^+^ T cells. The proliferation of CD4^+^ T cells was assessed after 3 days in coculture by flow cytometry. Cumulative T cell proliferation data from three independent coculture experiments are shown. The data in **G**, **H** are presented as the means ± SDs. Each dot represents one independent experiment. *t*-test (**G**); one-way ANOVA with Tukey’s multiple comparison test (**H**); n.s. not significant, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

The key strength of this experiment was the precise definition of how the presence of heme changed the cell types that were generated. In the M-CSF BM cultures all cells were assigned a macrophage phenotype regardless of whether heme was present in the culture or not. In contrast and unexpectedly, in the GM-CSF BM cultures, we found that the prevailing DC population represented by clusters 12 and 13 completely disappeared in the presence of heme, whereas a small population exhibiting neutrophil-specific gene expression emerged in only the heme-treated cells (cluster 14) (Fig. 1C, Supplementary Fig. 1C). The expression of canonical marker genes for DCs [35, 36], macrophages, and neutrophils is shown in Supplementary Fig. 1D.

To infer potential functional implications from the gene expression phenotype induced by heme, we performed gene-set enrichment analysis (GSEA) of differentially expressed genes identified from a pseudo-bulk analysis of heme-treated versus control samples (Fig. 1D and Supplementary Fig. 2A). In both GM-CSF and M-CSF BM cultures, heme strongly induced the hallmark gene set for the reactive oxygen species (ROS) pathway including the antioxidant genes Gclm, Prdx1, Gsr, Txnrd1, and Cat (Fig. 1E). We also found that heme enhanced expression of the iron-recycling machinery, defined by the heme transporter Slc48a1, the heme-degradation enzyme heme oxygenase (Hmox1), and genes related to iron storage (Ftl1, Fth1) and iron export (Slc40a1) (Fig. 1E). In contrast, we found consistent suppression (i.e., negative enrichment) of genes classified as IFN alpha and IFN gamma responses in the heme-treated compared to the control cells (Fig. 1D and Supplementary Fig. 2A). Collectively, these GSEA results suggest that heme enhances antioxidant and iron-recycling functions, while specific immune functions may be suppressed.

The defining immune function of DCs is their capacity for antigen-specific priming of naive T cells [27, 37]. Therefore, to functionally validate our scRNA-seq study, we analyzed the activation and proliferation of T cells isolated from OVA-specific recombinant T cell receptor transgenic mice (OT-2 and OT-1 mice) in cocultures with antigen-pulsed BM cells by evaluating carboxyfluorescein succinimidyl ester (CFSE) dilution and cytokine production. We performed these experiments under the assumption that the observed T cell response would directly reflect the output of mature and functionally competent DCs in the different cell cultures. Importantly, before the coculture with T cells was initiated, the BM cultures were washed to avoid direct interference of heme with T cell activation and proliferation. Consistent with our phenotype-based definition derived from the scRNA-seq data (Fig. 1C), coculture of OT-2 CD4^+^ T cells with OVA_323-339_ peptide-pulsed GM-CSF BM cultures, but not M-CSF BM cultures resulted in the appearance of multiple CD69^+^ T cell populations with progressively reduced (i.e., diluted) CFSE fluorescence, indicating T cell activation and division (Fig. 1F, G). This activation was accompanied by the secretion of IL-2, which was dose-dependent in respect to the OVA_323-339_ peptide concentration used to pulse BM cultures (Fig. 1H). Heme exposure completely suppressed the CD4^+^ T cell-priming capacity of GM-CSF BM cultures (Fig. F, G, H), which was consistent with the heme-suppressed DC phenotype (Fig. 1D).

The ability of heme-treated GM-CSF BM culture to cross-present ovalbumin-derived antigen to CD8^+^ T was also impaired as indicated by the reduced proliferation of OT-1 cells in coculture experiments (Supplementary Fig. 1E).

To verify that this effect of heme is maintained in vivo, we adoptively transferred CFSE-labeled OT-2 CD4^+^ T cells and OVA_323-339_ peptide-pulsed GM-CSF BM cells that were cultured with heme or vehicle into CD45.1 Rag1^−/−^ mice and analyzed the proliferation of the T cells in the spleen after 3 days by flow cytometry. In this experiment, DC retained a strong antigen-presentation capacity that was profoundly suppressed by heme (Supplementary Fig. 1F, G). In summary, these experiments indicated that heme-stress suppressed the capacity of GM-CSF BM cultures to induce activation and proliferation of antigen-specific T cells consistent with the disappearance of DCs.

Collectively, based on these experimental results, we hypothesized that heme exposure redirects BM cell differentiation trajectories in favor of antioxidant and iron-recycling macrophages at the expense of functionally mature DCs. Furthermore, we found that cell-type heterogeneity in the GM-CSF BM cultures provides a unique opportunity to explore heme-deviated myeloid cell differentiation in a single culture dish, which prompted the use of only GM-CSF BM cultures in the remainder of the study.

### Heme skewed the cell differentiation fates of mouse BM cultures from DCs towards macrophages

To capture the cell differentiation trajectories of GM-CSF BM cultures and the effect of heme in more detail, we extended our studies with another scRNA-seq experiment using a time-resolved scRNA-seq experiment, as outlined in Fig. 2A. Briefly, we cultured Lin^−^ BM cells with GM-CSF, added heme or vehicle on day 3 of culture, and cultured the cells for an additional 24, 72, or 96 h. Using CellRank [38], we combined transcriptional similarity data with directional RNA velocity information to delineate three terminal differentiation states, or macrostates (Fig. 2B). CellSearch similarity matching attributed these macrostates to DCs, macrophages, and neutrophils (Fig. 2C), which is consistent with the expression of canonical marker genes für these cell types shown in Fig. 2D. Additionally, we identified three transitional cell states consistent with progenitors and cells at an intermediate differentiation state (Fig. 2E). Figure 2F shows the UMAP plots obtained in the experiment with data from cells under each treatment condition and exposure time viewed separately. Over time, the transcriptome profiles progressed along the RNA velocity vectors calculated for the whole dataset (Fig. 2E), with the heme-treated and control cultures showing very different outcomes. Cells in the control culture initially progressed on day 3 along two trajectories towards neutrophils and DCs. At the end of the study, on day 7, the neutrophil arm had disappeared, leaving a prevailing population of DCs (brown) alongside an intermediate state population with marker gene expression consistent with immature DCs and macrophages/monocytes. In the heme-exposed BM culture, the propagation and collapse of the neutrophils were comparable to those in the control culture, but the final differentiation fate of the macrophage/DC population was strongly skewed away from DCs towards Spic^+^ red pulp-like macrophages, with high expression of key heme and iron metabolism genes such as the heme transporter Slc48a1, Hmox1, ferritin genes (Fth1, Flt1), and the iron exporter Slc40a1 (Supplementary Fig. 2B). This qualitative interpretation was supported by a quantitative analysis of the discrete cell state proportions (Fig. 2G) and by the day-wise cumulative absorption probabilities (Fig. 2H), which represented the probabilistic fate that any cell within the experiment would differentiate into one of the three terminal states representing neutrophils, macrophages, or DCs. Here, the highest absorption probability on day 7 suggested a preferential DC cell fate for cells in the control condition and a preferential macrophage cell fate for cells in the heme-treated condition. Individual cell absorption probabilities for all cells across timepoints and treatments are shown in Fig. 2I [38, 39]. A GSEA of differentially expressed genes in heme versus control cells is presented for each time point in Supplementary Fig. 3.

**Fig. 2:**
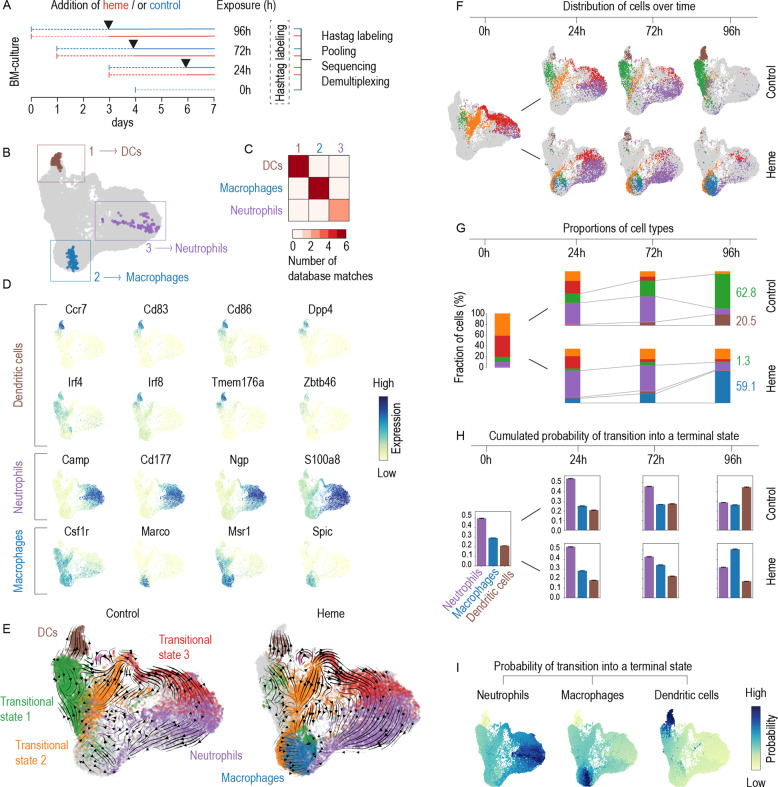
Heme redirects the cell differentiation pathways in GM-CS mouse BM cultures from DCs towards macrophages. **A** Outline of the multiplexed scRNA-seq experiment. GM-CSF BM-cultures were initiated on day 0, 1, 3, and 4. Each culture was treated with heme (300 µM) or vehicle control (black arrows) on day 3 and cells were harvested on day 7 providing heme exposure periods of 0, 24, 72, and 96 h. After, the cells were harvested, tagged with DNA-barcoded antibodies, pooled, and processed for sequencing. After quality assessment, filtering, and cell-type attribution, the experiment was demultiplexed to reassign individual cells to their sample of origin. A UMAP plot of the scRNA-seq results highlighting the cells that were automatically selected by the CellRank algorithm as most representative of one of three, yet undefined, terminal differentiation states (1 brown, 2 blue, 3 violet). The terminal state-typical cell populations selected in **B** were used in a similarity search against >15 million annotated cells from published studies. Similarity matching was performed using CellSearch (Bioturing). For each macrostate (1, 2, or 3), the heatmap shows the number of high-quality matches for DCs, macrophages, and neutrophils that were then used for cell-type attribution. **C** Expression intensity projections of the scRNA-seq data showing canonical marker genes for cDCs, neutrophils, and macrophages. **D** UMAP plots of the scRNA-seq data separated by treatment status (control and heme). The superimposed arrows indicate RNA velocity vectors that were calculated for each treatment condition across time points. The colors represent the three terminal states and three additional transition states. The macrostate colors will be used for the remainder of the figure. **E** UMAP plots of the scRNA-seq data separated by heme treatment status and time point illustrate the treatment-dependent differentiation pathways across the four time points. **F** Stack bar charts illustrating discrete cell-type attributions as a proportion of the whole number of cells per sample, for each time and treatment condition. Numbers are percentages. **G** Cumulative absorption probabilities summarizing the probability of each cell reaching each terminal state defined as DCs, macrophages, and neutrophils given for each time point for both experimental conditions. **H** UMAP plots with the cells colored according to their probability of reaching the terminal state defined as DCs, macrophages, or neutrophils. Data of all treatment conditions (heme × time) are merged.

Collectively, these results reveal that heme exposure skewed the probabilistic differentiation fates of GM-CSF BM cultures from DCs and towards macrophages with a red pulp macrophage-like gene expression profile supporting heme metabolism and iron recycling.

### Suppression of DCs in heme-exposed BM cultures proceeds via the transcription factor NRF2

Next, we aimed to identify the signaling pathway through which heme suppresses the generation of mature DCs. We analysed the genome-wide chromatin accessibility in single cells by ATAC-seq (scATAC-seq) of GM-CSF supplemented BM cells that were exposed on day 3 of the culture to heme or vehicle for 6 h. Figure 3A shows UMAPs of 23,691 analyzed nuclei, which could be classified as neutrophil or macrophage/DC precursors based on the pseudo gene expression of cell-type specific genes. We subsequently performed a motif enrichment analysis on the differentially accessible regions in heme versus vehicle-treated BM cells across the whole dataset. We found the most enriched motif corresponded to the Nfe2l2 motif (MA0150.2), with a cell specific Nfe2l2 enrichment in the heme-exposed macrophage/DC precursors.

**Fig. 3:**
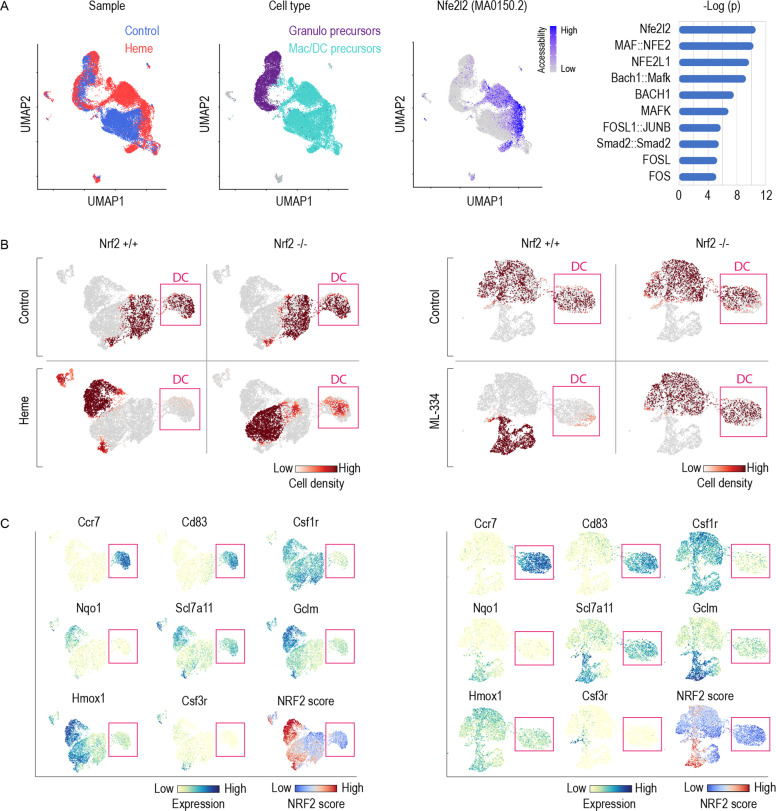
Heme activates NRF2 and its signaling impaired DC differentiation in GM-CSF mouse BM cultures. **A** Single-cell ATAC-seq experiment of GM-CSF BM precursors treated with heme (300 µM) or vehicle on day 3 for 6 h. From left to right, UMAP plots with cells colored by treatment, by cell-type and by Nfe2l2 motif (MA0150.2) activity score computed using chromVAR. Cell type was attributed based on the pseudogene expression of each cell for Mertk, Mrc1, and S100a9. Right: Top 10 overrepresented transcription factor motifs in differentially accessible regions in heme versus vehicle-treated cells. **B** Factorial scRNA-seq analysis of GM-CSF BM cultures performed with BM from Nrf2^+/+^ and Nrf2^−/−^ mice. The UMAP plots are colored to represent the cell densities (red) for each experimental condition (left panel: control, heme; right panel: control, ML-334). Pink box highlights DC population. This illustration indicates that heme and ML-334 suppress the generation of DCs in Nrf2^+/+^ but not Nrf2^−/−^ BM cultures. **C** Expression intensity projections of selected marker genes in combined Nrf2^+/+^ and Nrf2^−/−^ BM cells treated with vehicle/heme (left) or vehicle/ML-334 (right). DCs were identified as the Ccr7^high^, Cd83^high^, and Csf1r^**−**^ cell population (highlighted by pink box). The UMAP on the lower right displays the scored expression of the full Nrf2-regulated gene set from the TRRUST gene-set library. A high NRF2 score was detected in Nrf2^+/+^ cells treated with heme or ML-334.

NRF2 activation proceeds via nuclear translocation of the transcription factor after dissociation from its cytoplasmic captor protein KEAP1. This model was consistent with a strong nuclear accumulation of NRF2 antigen in HEK293 cells that were treated with heme for 2, 4, and 6 h, suggesting that rapid NRF2 activation and nuclear translocation is a highly conserved response to heme-stress (Supplementary Fig. 4A).

To validate the function of NRF2, we performed a two-factorial multiplexed scRNA-seq experiment using GM-CSF BM cultures from Nrf2^−/−^ mice and wild-type littermates that were treated with heme or with the selective NRF2 activator ML-334 (Supplementary Fig. 4B). As an initial screen, we compared differential gene expression data of the compound-treated (heme or ML-334) versus vehicle-treated wild-type cells after functional consolidation of the data by GSEA. Supplementary Fig. 4C demonstrates the high correlation of the ranked GSEA results for heme and ML-334, respectively. Under both treatment conditions, genes involved in heme metabolism and the ROS pathway were strongly upregulated, while IFN response genes were suppressed to the greatest degree, suggesting that selective NRF2 activation replicates the effect of heme on GM-CSF BM cultures.

Figure 3B shows UMAP plots of the scRNA-seq experiment for the cell densities under each experimental condition separated by genotype and treatment. Expression heatmaps of canonical marker genes of mature DCs (Ccr7, Cd83), monocytes-macrophages (Csf1r), and neutrophils (Csf3r) and that of representative genes known to be regulated by NRF2 (Gclm, Nqo1, Scl7a11, and Hmox1) are highlighted in Fig. 3C, and these results are accompanied by a cumulative NRF2 target gene expression score, which compares the mean expression of the Nrf2 target genes from the TRRUST gene-set library to a randomly selected reference set. The data indicated that both heme and ML-334 activated Nrf2-related gene expression in wild-type cells and almost completely blocked the emergence of Ccr7^+^ Cd83^+^ Csf1r^−^ DCs. Nrf2 deficiency rescued the generation of DCs in heme-treated and ML-334-treated cells, which suggests that a linked heme-NRF2 signaling pathway suppressed DC generation in the heme-exposed BM cultures. In addition, we found that the heme-induced suppression of DC generation was more pronounced in Hmox1 knockout GM-CSF BM cell cultures (Supplementary Fig. 4D). Hmox1 knockout cells accumulate intracellular heme, resulting in stronger induction of NRF2 target genes compared to wild-type BM cells (Supplementary Fig. 4E). These studies confirmed that the DC-suppressive signaling was directly mediated by intracellular heme and not by the primary heme-catabolites.

Collectively, the scRNA-seq results indicate that heme-activated NRF2 suppresses the emergence of mature DCs from BM progenitors.

### Cell-intrinsic heme-NRF2 signaling suppressed DC and functional antigen-presentation capacity in mouse BM cultures

In the next step, we validated the function of the heme-NRF2 signaling pathway as a suppressor of DC generation by flow cytometry and T cell proliferation assays. For these studies we treated GM-CSF BM cultures with different concentrations of heme and selective NRF2 activators for 4 days. The results demonstrated that the absence of the Nrf2 gene blocked the heme-induced loss of CD11c^+^/MHC class II^high^/CD115 (Csf1R)^−^ DCs (Fig. 4A, B). Additionally, the two NRF2 activators ML-334 and RA-839 did not suppress differentiation into the DCs in Nrf2^−/−^ cells (Fig. 4C, D), confirming the target-specificity of the observed effect. DC generation was also reduced in Keap1 GM-CSF BM-cultures, which have constitutively active NRF2, independent of the presence of a pharmacological activator (Supplementary Fig. 4F). We also performed heme treatment experiments with mixed cultures of Nrf2^−/−^ and wild-type BM cells in the same cell culture dish, exploiting the congenic CD45.1/CD45.2 system, which can be used with flow cytometry to discriminate cell origin [40] (Fig. 4E). The results showed that in a mixed culture heme selectively suppressed the appearance of wild-type (CD45.1^+^) but not Nrf2^−/−^ (CD45.2^+^) CD11c^+^/CD115 (Csf1R)^−^ DCs. These experiments suggested that heme-NRF2 signaling functions as a cell-intrinsic pathway and excluded significant paracrine effects of NRF2-regulated metabolites or cytokines (Fig. 4F). Nrf2 gene knockout also completely restored the impaired antigen-presentation capacity of heme- and ML-334-treated BM cultures (Fig. 4G, H).

**Fig. 4:**
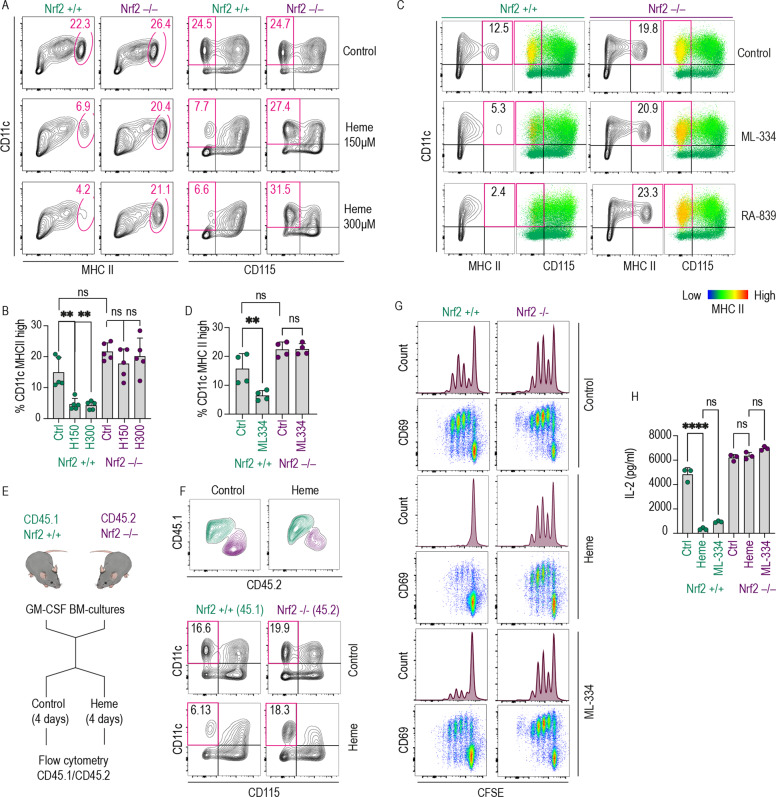
The emergence of functional DCs was suppressed by cell-intrinsic heme-NRF2 signaling in GM-CSF mouse BM cultures. **A** Flow cytometry contour plots of Nrf2^+/+^ and Nrf2^−/−^ GM-CSF BM cultures treated with heme (150 or 300 µM) or vehicle for 96 h (culture days 3–7). Based on the scRNA-seq data shown in Fig. 1, we defined DCs in this culture as CD11c^+^/MHC class II^high^ or CD11c^+^/CD115^−^ (boxed in red). **B** Proportion of DCs defined as CD11c^+^ MHC class II^high^ across treatment conditions and genotypes. **C** Flow cytometry contour plots of Nrf2^+/+^ and Nrf2^−/−^ GM-CSF BM cultures treated with the Nrf2 activator ML-334 (10 µM) or RA-839 (15 µM) for 96 h. The data illustrate the Nrf2-dependent depletion of MHC class II^high^ (yellow) cells in the CD11c^+^ CD115^−^ population. **D** Proportions of DCs defined a CD11c^+^ MHC class II^high^ across treatment conditions and genotypes. **E** Outline of BM coculture experiments: Nrf2^−/−^ (CD45.2) and wild-type (CD45.1) BM cells were cocultured in the same dish and treated with heme-albumin or vehicle for 96 h. During the final analysis, the original genotype of each cell was assigned by flow cytometric analysis of the congenic CD45.1/CD45.2 markers. **F** Flow cytometry contour plots of a representative coculture experiment. Heme exposure leads to selective depletion of CD11c^+^ CD115^−^ DCs in the wild-type (CD45.1) cell population but not in the Nrf2-knockout cell population. **G** Nrf2^+/+^ and Nrf2^−/−^ GM-CSF BM cultures treated with vehicle, heme-albumin (150 µM), or ML-334 (10 µM) for 96 h were pulsed with OVA_323-339_ (1 µg/ml), washed to remove heme and excess peptide, and cocultured with CFSE-labeled OT-2 CD4^+^ T cells. The dilution of CFSE after 4 days was measured by flow cytometry. The cells were also stained for the T cell activation marker CD69. Representative data for cells gated based on positive CD4 expression are shown. **H** IL-2 concentration in supernatants of coculture experiments as described in **G**. The IL-2 concentration was measured using a Bio-Plex assay. The data in **B** and **D**, and **H** are presented as the means ± SDs. Each dot represents one independent experiment. The data in **F** are representative of two independent experiments, and the data in **G** are representative of six independent experiments. The data presented in **B**, **D**, and **H** were analyzed by one-way ANOVA with Tukey’s multiple comparison test. n.s. not significant, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

Taken together, these data support the existence of a cell-intrinsic heme-NRF2 signaling pathway that prevents the generation of functionally competent DCs.

### Phenotypical and functional DC depletion in the spleen of heme-exposed mice with genetic hemolytic anemia or Hmox1 deficiency

To investigate the potential involvement of heme-mediated effects on DCs in a pathophysiological context, we explored mouse models of diseases related to heme exposure. These investigations focused on the spleen, which has a dual function in mice during hemolysis, acting as a clearance organ for damaged RBCs and cell-free heme and as an extramedullary hematopoietic organ [41, 42]. We thus expected that the spleen would mirror a heme-exposed BM-like microenvironment and replicate our cell culture model in vivo.

Intracellular heme levels are defined by the influx of extracellular heme into the cell (e.g., via erythrophagocytosis or the uptake of heme-protein complexes) and by intracellular heme degradation through heme oxygenases [43]. The first model investigated in this study represents a condition of cell-intrinsic heme excess and is induced by conditional Hmox1 knockout. In these model mice, we deleted Hmox1 by tamoxifen treatment, which led to the progressive depletion of CD11c^+^/MHC class II^high^ DCs in the spleen. In contrast to the DCs, the pool of neutrophils was markedly enhanced 9 weeks after tamoxifen treatment (Fig. 5A), indicating that the observed depletion of DCs was not caused by nonspecific toxicity but rather by more specific hematopoietic deregulation.

**Fig. 5:**
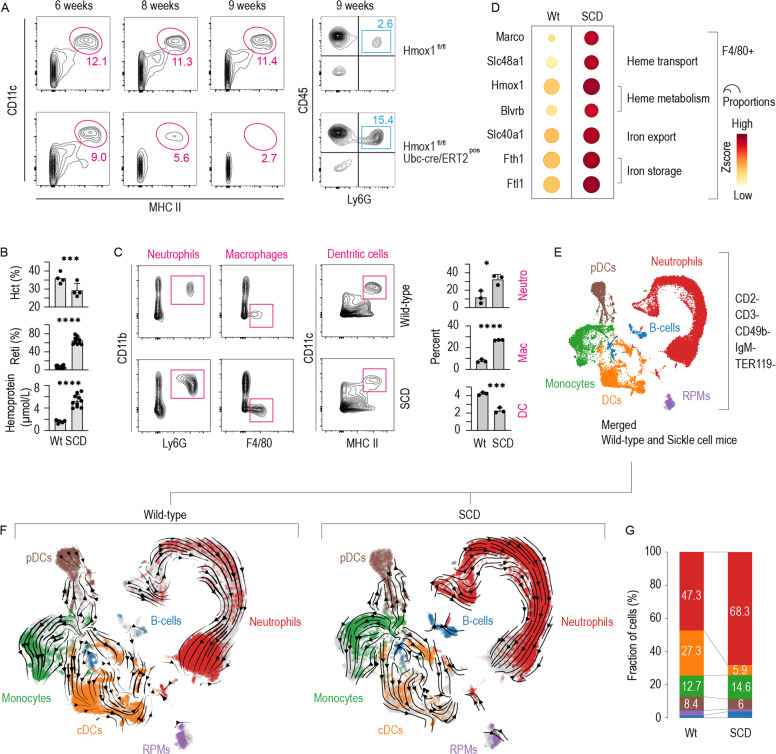
DC deficiency in the spleen of mice with Hmox1 deficiency or SCD. **A** Left: Flow cytometry contour plots of spleen cell suspensions stained for CD11c and MHC class II from Hmox1^fl/fl^ Cre^neg^ and Hmox1^fl/fl^ Cre^pos^ mice at 6, 8, or 9 weeks after the induction of target gene recombination by tamoxifen treatment. The cells were gated from live CD45^+^ cells. Right: Flow cytometry density plots of the spleen cell suspensions from the mice analyzed at 9 weeks after tamoxifen induction. The suspensions were stained for CD45 and Ly6G. **B** Hematocrit, reticulocytes, and plasma concentration of heme-adducted albumin in SCD mice and wild-type littermates. **C** Left: Flow cytometry contour plots of spleen cell suspensions from SCD and wild-type mice stained for neutrophils (CD11b^+^ Ly6G^+^), macrophages (F4/80^+^), and DCs (CD11c^+^ MHC class II^high^). The cells were run on a spectral flow cytometer and gated as live CD45^+^ CD3^_^ CD19^_^ cells. Right: Percentages of neutrophils, macrophages, and DCs in three SCD and control spleens. **D** Expression heatmap of heme and iron metabolism genes macrophages enriched populations isolated from the spleen of SCD and wild-type mice using anti-F4/80 antibody-coated magnetic dynabeads. The dot size indicates the fraction of cells expressing the genes, and the color indicates the normalized *Z*-score. **E** UMAP plot of pooled scRNA-seq data from two sequencing experiments with spleen cell suspensions from SCD and wild-type mice. Before sequencing, the spleen cells were enriched for DCs by negative selection using a DC isolation kit. The colors indicate the marker gene-derived cell-type attribution delineated in Supplementary Fig. 5. **F** UMAP plot of the scRNA-seq dataset split by genotype and colored by cell type. RNA velocity vectors are superimposed onto the UMAP plots with arrows indicating the velocity direction and magnitude (arrow length). **G** The stack bar charts illustrate each cell type as a proportion of the whole number of cells per sample. The data in **B**, **C** are presented as the means ± SDs. Each dot represents one mouse. *t*-test (**B**, **C**); n.s. not significant, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

The second model used, which represents cell-extrinsic heme excess, is a mouse model of SCD. Berkeley SCD mice exhibited pronounced hemolysis with lower hematocrit and more reticulocytes than their control littermates (Fig. 5B). Intravascular hemolysis in SCD causes considerable free heme exposure, which leads to the accumulation of heme-adducted albumin in the plasma (Fig. 5B) [44]. In the spleen of SCD mice spectral flow cytometry revealed expanded populations of F4/80^+^ macrophages and CD11b^+^/Ly6G^+^ neutrophils, whereas the CD11c^+^/MHC class II^high^ DC population was reduced (Fig. 5C). These data suggest that the SCD mice exhibited deregulated homeostasis of the main phagocyte populations in the spleen through heme-induced expansion of macrophages and neutrophils and depletion of DCs.

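Spleen cells bound by anti-F4/80 antibody-coated magnetic beads were sequenced in 2 droplet libraries, 1 per condition, each from 1 mouse. By the methods and the labels, the SCD mouse lacked the mouse α-globin and β-globin genes (Hba−/−, Hbb−/−) and carried a human transgene with the sickle β-globin gene, and the control mouse, called wild-type, carried the same transgene on the Hba−/− and Hbb+/− background. The authors aligned the reads and counted UMIs, the molecules tagged at reverse transcription, with Cell Ranger, separated cells from empty droplets, and deposited raw UMI counts per gene and cell barcode without further normalization. The library labelled wild-type held 145953464 UMIs in 24144 barcodes, with a median of 3791 per barcode. The library labelled SCD held 73986356 UMIs in 15442 barcodes, with a median of 3882. Starting from these counts, barcodes with 500 to 5000 detected genes, under 15% mitochondrial UMIs and under 30% UMIs of ribosomal-protein genes were kept. The kept cells of both libraries were normalized together with scran size factors and clustered with the Leiden algorithm on 30 principal components, without the 7 genes of Fig. 5D, the hemoglobin genes and the sex-linked genes. Clusters were named from marker genes fixed before the data were examined, with limits on marker levels that were set after a first clustering had been seen. Expression was compared as the sum of a gene's UMIs over the cells of a library, scaled to a library of 1000000 UMIs (CPM). With 1 mouse per condition no test between conditions was possible. The intervals are 95% exact Poisson intervals for UMIs and 95% exact binomial intervals for shares of cells, and cover counting error only.
The β-globin genes, whose genotype differs between the mice, served as a check of the labels. Hbb-bs (ENSMUSG00000052305) was at 137 (132 to 141) CPM in erythroid-like cells of the library labelled wild-type and at 58308 (57998 to 58619) CPM in those of the library labelled SCD. Hbb-bt (ENSMUSG00000073940) was at 235 and 17957 CPM in the same cells. In the main B lymphocyte-like cluster, which was led by Cd79a and Igkc and served as the reference for free RNA, Hbb-bs was at 10.3 and 525 CPM. The α-globin gene Hba-a1 (ENSMUSG00000069919), deleted in the mice of both conditions, was counted at 25350 and 31388 CPM in erythroid-like cells, and the files do not show whether these reads came from the human transgene. The β-globin genes thus went against the labels of both libraries, and the samples are called the library labelled wild-type and the library labelled SCD throughout.

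**Figure D1:**
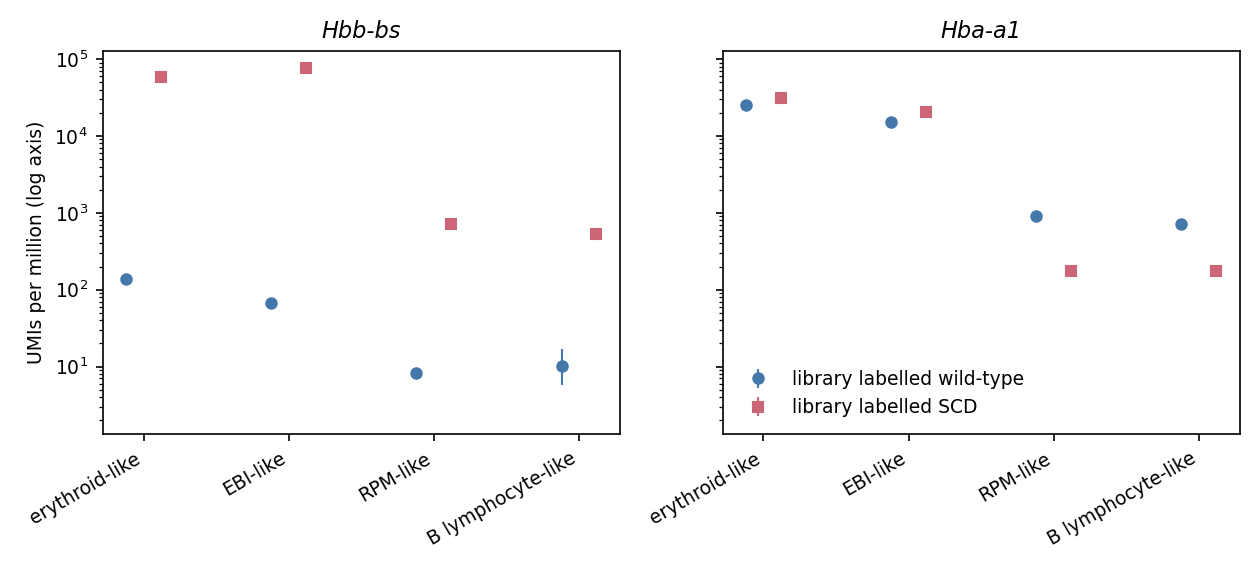
CPM of Hbb-bs (left) and Hba-a1 (right) on a log axis in 4 groups of cells of the library labelled wild-type (circles) and the library labelled SCD (squares), with 95% exact Poisson intervals. Hbb-bs is higher in the library labelled SCD in each of the 4 groups, whereas Hba-a1 is at like levels in the erythroid-like cells of both.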

To more specifically characterize these changes in the SCD mouse spleen, we performed scRNA-seq experiments with spleen cell suspensions from wild-type and SCD mice that were (1) enriched for macrophages using anti-F4/80 antibody-coated magnetic beads or (2) enriched for DCs using a DC isolation kit based on the depletion of unwanted cells (mainly B cells and erythropoietic cells). Details of the F4/80^+^ macrophage scRNA-seq analysis of 21,170 cells are provided in Supplementary Figs. 5 and 6. 

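With cells under the limits for mitochondrial and ribosomal-protein UMIs kept, 31697 barcodes of the deposited matrices remained, 19418 in the library labelled wild-type and 12279 in the library labelled SCD. Their median was 4116 UMIs and 1832 genes per cell in the library labelled wild-type, and 4571 UMIs and 2059 genes in the library labelled SCD. The methods sentence, read as written, excludes cells below these limits, and this reading kept 1 barcode. A minimum of 200 genes kept 34000. Doublets were scored with Scrublet in each library and left in. Its automatic threshold marked 1797 cells (14.6%) of the library labelled SCD and 0 of the library labelled wild-type. With the highest-scoring 10% marked in that library instead, 27984 cells remained without doublets.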

As expected from the results of the flow cytometry experiment (Fig. 5C), red pulp and erythroblastic island macrophages were expanded in the spleen of the SCD mouse (Supplementary Figs. 5 and 6). 

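RPM-like clusters, which held markers of red pulp macrophages, made up 24.3% (23.7 to 24.9%) of the kept cells in the library labelled wild-type and 13.3% (12.7 to 13.9%) in the library labelled SCD, a log2 ratio of SCD to wild-type of -0.87. EBI-like clusters, which held markers of red pulp macrophages and of erythroid cells, made up 22.6% (22.0 to 23.2%) and 6.35% (5.93 to 6.80%) of the kept cells, a log2 ratio of -1.83. Taken as 1 class, they were at 46.9% (46.2 to 47.6%) and 19.6% (18.9 to 20.4%). Both shares were thus lower in the library labelled SCD, under labels that the β-globin genes went against. Without clustering, of the cells with at least 1000 UMIs, each thinned to 1000, 66.0% in the library labelled wild-type and 27.7% in the library labelled SCD had UMIs of at least 2 of the genes Spic, Vcam1 and Cd5l. In the main B lymphocyte-like cluster, which should lack these genes, it was 23.8% and 9.98%, at median depths before thinning of 2234 and 2904 UMIs against 4381 and 4648 in all cells so thinned. These genes did not move together. Within RPM-like cells Cd5l was at 3091 CPM in the library labelled wild-type and 551 CPM in the library labelled SCD, Vcam1 at 8468 and 8152 CPM and Spic at 1028 and 1677 CPM, and over all kept cells Spic was at 533 and 499 CPM, a log2 ratio of -0.096. The alternative that moved the EBI-like share most was the use of all genes in the clustering, with a log2 ratio of -1.18. A cluster of erythroid-like cells with macrophage markers just under the limit for EBI-like cells held 6.65% and 0.774% of the kept cells, and a cluster with macrophage markers, left unnamed because Cd4, a cDC2 marker of the list, was among its leading genes, held 1.64% and 1.06%. The paper states that these macrophages were expanded in the spleen of the SCD mouse, as it had anticipated from its flow cytometry.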

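The heme and iron genes of Fig. 5D are Marco, a scavenger receptor, Slc48a1, a heme transporter, Hmox1 and Blvrb, enzymes of heme breakdown, Slc40a1, the iron exporter ferroportin, and Fth1 and Ftl1, the ferritin chains. Their places are given in GRCm38 from the GENCODE M21 annotation, matched by the Ensembl identifiers of the files. Summed over all kept cells, the UMIs of Marco (ENSMUSG00000026390, chromosome 1 from 120474538 to 120505024) came to 637 (632 to 642) CPM in the library labelled wild-type and 38.1 (36.6 to 39.6) CPM in the library labelled SCD, a log2 ratio of SCD to wild-type of -4.06. Slc48a1 (ENSMUSG00000081534, chromosome 15 from 97778520 to 97792692) was at 497 and 176 CPM, with a log2 ratio of -1.50. Hmox1 (ENSMUSG00000005413, chromosome 8 from 75093621 to 75100589) was at 6409 and 2446 CPM, with a log2 ratio of -1.39. Blvrb (ENSMUSG00000040466, chromosome 7 from 27447978 to 27466144) was at 456 and 135 CPM, with a log2 ratio of -1.75. Slc40a1 (ENSMUSG00000025993, chromosome 1 from 45908068 to 45926523) was at 3345 and 1986 CPM, with a log2 ratio of -0.75. The ferritin genes Fth1 (ENSMUSG00000024661, chromosome 19 from 9980598 to 9985098) and Ftl1 (ENSMUSG00000050708, chromosome 7 from 45457944 to 45459884) were at 7798 and 7592 CPM in the library labelled wild-type and at 3078 and 2686 CPM in the library labelled SCD. The median log2 ratio of the 7 genes was -1.50 (95% counting interval -1.50 to -1.47), and all 7 were lower in the library labelled SCD, whose label the β-globin genes went against. The median moved most with scran-normalized counts, to -1.70.

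**Figure D2:**
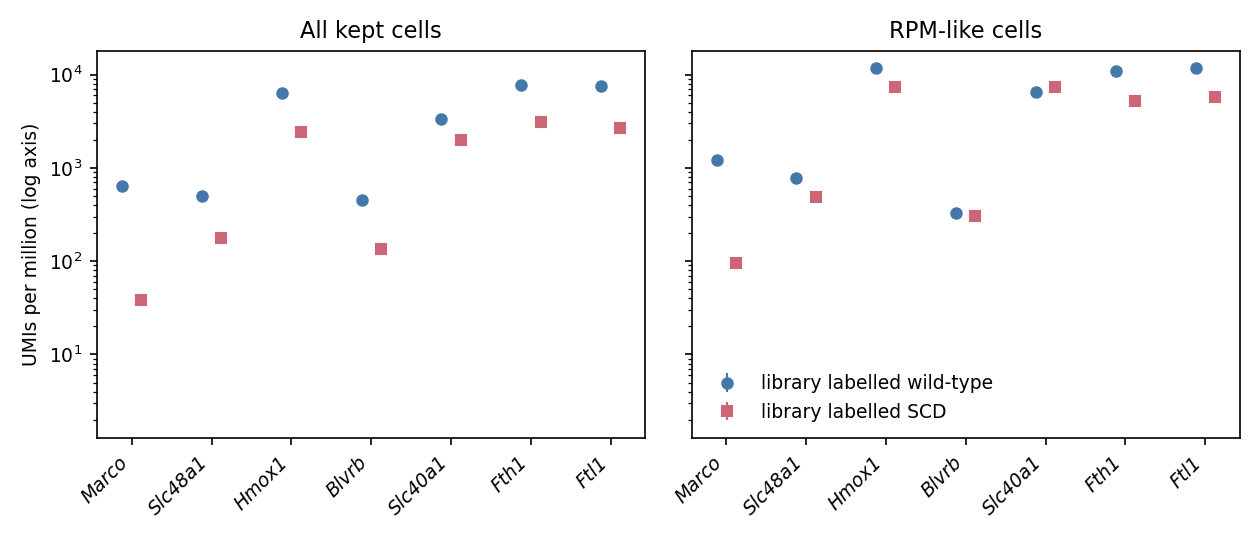
CPM of the 7 genes on a log axis, over all kept cells (left) and over RPM-like cells (right), in the library labelled wild-type (circles) and the library labelled SCD (squares), with 95% exact Poisson intervals that are mostly smaller than the symbols. All 7 genes are lower in the library labelled SCD over all kept cells, and 6 of the 7, all but Slc40a1, over RPM-like cells.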

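Within RPM-like cells alone, 4725 in the library labelled wild-type and 1632 in the library labelled SCD, the median log2 ratio of the 7 genes was -0.68 (-0.73 to -0.65), and 6 of the 7 were lower in the library labelled SCD. The log2 ratio of all 9993 genes with at least 100 UMIs in these cells had a median of 0.20. Marco had a log2 ratio of -3.69, Hmox1 of -0.66 and Slc40a1 of 0.18, with the levels behind them given by class beside the expression projections of the supplement. Each of the libraries had RPM-like clusters made up mostly of its own cells, so that a difference between libraries and a difference between clusters were not separable. For the fraction of expressing cells, each cell with at least 1000 UMIs was thinned to 1000, which left out 1032 kept cells of the library labelled wild-type and 281 of the library labelled SCD. Over all kept cells so thinned, a UMI of Marco was found in 37.3% and 3.18% and one of Slc48a1 in 36.5% and 13.9%. One of Hmox1 was found in 89.3% and 59.3%, and one of Blvrb in 31.6% and 11.2%. Slc40a1 was found in 78.2% and 48.0%, Fth1 in 96.6% and 86.1%, and Ftl1 in 96.1% and 77.9%. Within RPM-like cells so thinned, Marco was found in 56.9% and 6.80% and Slc48a1 in 52.0% and 33.9%. The gap was small there for Hmox1, at 99.95% and 98.0%, and for Slc40a1, at 99.3% and 98.4%. It was also small for Fth1, at 99.95% and 97.4%, and Ftl1, at 99.9% and 98.2%. Shares so near 100% do not show a difference in level. The CPM of Fth1 and Ftl1 in RPM-like cells had log2 ratios of -1.07 and -1.02. Blvrb, at 27.5% and 25.4%, had overlapping intervals. Without thinning, the share with a UMI of Marco over all kept cells was 68.2% and 10.3%. In the main B lymphocyte-like cluster, the reference for free RNA, Marco was found in 18.8% and 2.16% and Hmox1 in 74.4% and 42.7% of cells. The depths of this cluster are given with the macrophage shares. Ftl1 was found there in 74.8% and 53.4%, Slc40a1 in 43.8% and 30.8%, Fth1 in 86.0% and 79.7%, and Slc48a1 in 10.3% and 4.85%. Only for Blvrb, found in 8.47% and 7.88%, was the difference not detectable at this depth.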

Consistent with an adaptive macrophage response, we found strongly increased expression of genes related to heme and iron metabolism and enhanced expression of the erythrophagocytic marker MARCO [26] in the hemolytic SCD mouse spleen (Fig. 5D).

In the scRNA-seq analysis of enriched DCs, we used CellRank [38] to assign 9419 wild-type and 10,660 SCD splenic cells to one of 10 macrostates (Supplementary Fig. 7A). Based on a set of marker genes, every macrostate was assigned to one of six hematopoietic cell types (Fig. 5E and Supplementary Fig. 7B/C). Figure 5F shows UMAP plots separated by genotype with arrows showing the RNA velocity vectors, which represent the potential differentiation trajectories. A significantly lower proportion of conventional DCs (cDCs) was found in the spleen of the SCD mouse than in the wild-type mouse (5.9% vs. 27.3%). Consistent with neutrophilia in the peripheral blood, we found a strongly left-shifted population of neutrophils in the SCD mouse spleen. This is visualized by the scattered distribution of the cells along the RNA velocity vector with more cells positioned close to the vetor origins indicating less mature cells (Fig. 5F). Because categorial cell-type attribution based on marker genes as described above can be ambiguous and prone to bias, we analyzed splenic cells using a second method based on the use of RNA velocity data to assign each cell *n* probabilities of reaching a predefined number of *n*-terminal differentiation states (i.e., macrostates) [38, 39]. We set the parameters to six terminal differentiation states, which reflected neutrophils, monocytes, plasmacytoid DCs (pDCs), cDCs, B cells, and red pulp macrophages. Supplementary Fig. 7D shows the calculated probability for every cell in the data set to reach any of the six macrostates. Supplementary Fig. 7E shows the cumulative absorbance probabilities split by genotype confirming that the SCD mouse spleen had a contracted cDC compartment.

To further define the subtype of DCs depleted from the SCD mice, we selected all DCs from the scRNA-seq dataset described in Fig. 5 and regrouped them through another round of unsupervised Leiden clustering, which showed five distinct clusters (Fig. 6A). We matched the gene expression profiles of each cluster with subtype-discriminating DC markers that were defined using the population comparison browser from ImmGen [45], which allowed us to attribute clusters 2, 0, and 1 to cDC1s, cDC2s, and pDCs respectively (Fig. 6B). Additionally, we identified cluster 3 as a population of DCs highly similar to our in vitro-generated DCs in GM-CSF BM cultures, which showed notably strong expression of Ccr7 and Cd83 (Fig. 6C). Figure 6C shows gene expression intensity UMAP projections for canonical DC genes that were not used for our Immgen based classification [27, 37, 46–50], demonstrating cDC1s with high expression of Xcr1, cDC2s expressing Itgam and Sirpa, and pDCs expressing Siglech. The data indicated that the observed depletion of DCs in the SCD mouse model could be attributed to a deficiency in cDC2s and the strong depletion of Ccr7^+^ Cd83^+^ mature DCs. We validated the scRNA-seq data across multiple mice by qRT-PCR analysis of enriched DCs from eight control and eight SCD animals, which revealed profound suppression of the signals for Cd74, H2-Ab1, and the DC maturation markers Cd83, Ccr7, and Cd40 in the SCD mouse spleens compared with the spleens of control littermates. The different genotype resulted in a clear segregation of wild-type and SCD mice in the hierarchical clustering analysis shown in Fig. 6D. Collectively, these phenotype data suggest that SCD mice have severe deficiency of cDC2 and Ccr7^+^ Cd83^+^ mature DCs in the spleen.

**Fig. 6:**
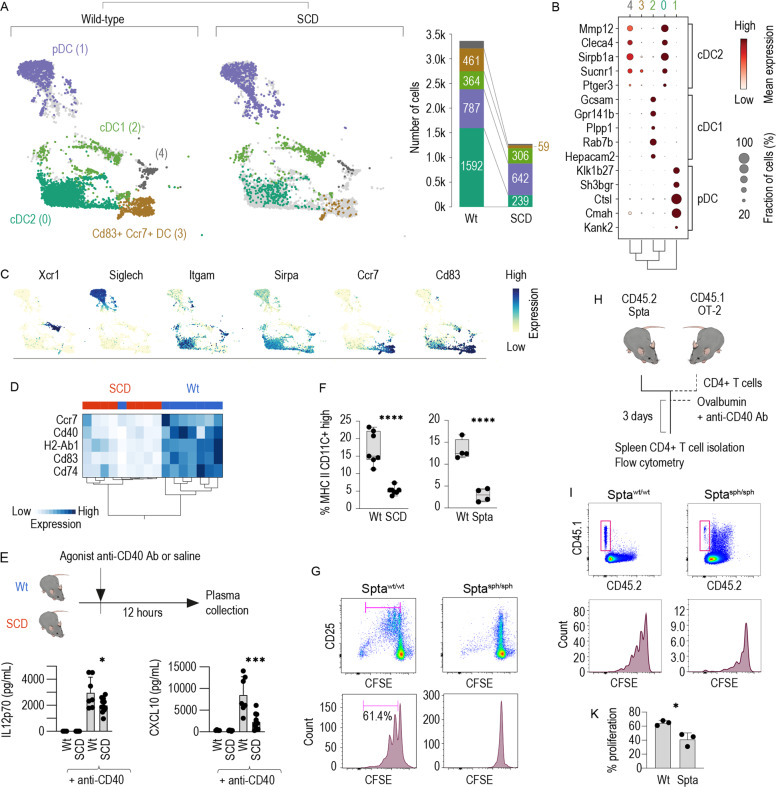
Functional DC depletion in the SCD spleen is caused by a loss of cDC2s and Ccr7^+^ Cd83^+^ mature DCs. **A** Left: All DCs from the scRNA-seq dataset in Fig. 5E/F were extracted and clustered using an unsupervised Leiden algorithm (numbers in parenthesis are cluster identities). For illustration of the differences, the dataset was separated by genotype (wild-type versus SCD). Right: The stack bar charts represent the number of cells per stratified for genotype. Numbers in parenthesis are cell counts. **B** Cell-type attribution. The dot plot shows the normalized expression intensity (color) and the fraction of positive cells (size) for the top five discriminating ImmGen marker genes for cDC1s, cDC2s, and pDCs in each cluster. The dot size indicates the fraction of cells, the code color the mean expression. The dendrogram shows the hierarchical clustering based on the PCA components between the five clusters. **C** UMAP intensity projections illustrate the expression of Xcr1, Siglech, Itgam, Sirpa, Ccr7, and Cd83 across the whole dataset of wild-type and SCD DCs. **D** Hierarchical clustering analysis of the normalized mRNA expression intensities for Cd74, H2-Ab1, Ccr7, Cd40, and Cd83 in isolated splenic DC suspensions. Isolated DC samples were collected from the spleen of eight SCD mice and eight wild-type mice using a DC isolation kit and analyzed by qRT-PCR. Each column indicates one mouse. The almost perfect clustering within genotypes and the long dendrogram distance suggest highly different expressions across the set of marker genes in wild-type versus SCD mice. **E** Plasma concentrations of CXCL10 and IL12p70 in SCD mice and wild-type littermates treated with saline (control) or an agonistic anti-CD40 antibody measured with a Bio-Plex assay. **F** Percentage of live CD45^+^ cells splenic CD11c^+^ MHC class II^high^ DCs in SCD mice, Spta^sph/sph^ mice and their littermates measured by flow cytometry in DC enriched splenic cell suspension. **G** Enriched DC suspensions from the spleen of Spta^sph/sph^ mice or wild-type littermates were pulsed with OVA_323-339_ (10 µg/ml) and cocultured with CFSE-labeled naive CD4^+^ T cells isolated from OT-2 mice. The proliferation of CD4^+^ T cells was assessed with flow cytometry by evaluating the degree of CFSE dilution after 4 days in coculture in a 1/3 enriched DCs to T cells ratio. The cells were also stained for the T cell activation marker CD25. Representative data for cells gated based on positive CD4 expression are shown. **H** Schematic representation of the adoptive T cell transfer experiments. CD4^+^ T cells were isolated from the spleen of CD45.1 × OT-2 mice, labeled with CFSE and injected i.v. into Spta^sph/sph^ mice or wild-type littermates. Subsequently, the mice were intravenously immunized with ovalbumin protein (75 µg) mixed with an agonistic anti-CD40 antibody. Three days later, the spleens were harvested, CD4^+^ T cells were negatively enriched and proliferation of CD4^+^ T cells was assessed by evaluating the degree of CFSE dilution. **I** Top row: representative density plots of the CD45.1 and CD45. 2 expression in the enriched CD4 fraction isolated from the spleen of immunized mice. Cells were gated based on positive CD4 expression. Bottom row: CFSE dilution in cells gated based on positive CD45.1 and CD4 expression. **K** Cumulative T cell proliferation data from three independent experiments. The data in **F**, **E**, and **K** are presented as the means ± SDs, and each dot represents one mouse. The data in **G** are representative of three independent experiments. *t*-test (**F**, **K**); one-way ANOVA with Tukey’s multiple comparison test (**E**); n.s. not significant, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

To determine whether the quantitative DC deficiency in SCD mice observed by flow cytometry and scRNA-seq reflects an impairment of DC function, we administered an agonistic anti-CD40 antibody, which provides a very potent activation signal to DCs [51], and measured the cytokine response in the blood. Consistent with the decreased expression of marker genes for mature CD40^+^ DCs, we detected significantly attenuated plasma levels of IL12p70 and CXCL10 in SCD mice compared with littermates (Fig. 6E), indicating lower DC activity.

We then aimed to determine whether the depletion of cDCs in the spleens of hemolytic mice coincided with a defective CD4 T cell priming. Because Berkley SCD mice have a mixed genetic background, the validity of functional immunological assays performed with this strain might be limited. Therefore, we used a mouse strain with hereditary spherocytosis that exhibits severe intravascular hemolysis resulting from a mutation in the spectrin alpha (Spta) gene [52]. As shown in Fig. 6F and Supplementary Fig. 8A, Spta^sph/sph^ mice also demonstrated a reduced number of CD11c^+^/MHC class II^high^ DCs, and significantly attenuated anti-CD40 antibody-induced plasma levels of IL12p70 and CXCL10 compared to littermate control animals (Supplementary Fig. 8B), suggesting that DC depletion in the spleen is a generic sequela of hemolysis.

Furthermore, we measured the antigen-presentation capacity of OVA_323-339_-pulsed splenic DCs from Spta^sph/sph^ and wild-type littermates in a coculture assay with CFSE-labeled naive CD4^+^ T cells from OT-2 mice. The proliferation of CFSE-labeled lymphocytes was markedly impaired after coculture with DCs enriched from the spleens of Spta^sph/sph^ mice compared with coculture with DCs from the spleens of wild-type mice (Fig. 6G and Supplementary Fig. 8C). We subsequently evaluated the ability of splenic DCs to initiate a T cell response in vivo. To this end, we transferred CFSE-labeled CD4^+^ T cells from CD45.1 × OT-2 congenic mice into Spta^sph/sph^ or wild-type littermates and immunized the recipients with OVA protein mixed with an agonistic anti-CD40 antibody as the adjuvant (Fig. 6H). After 3 days, we found that the proliferation of CD45.1^+^ CD4^+^ T cells in the spleens of Spta^sph/sph^ mice was significantly decreased compared to that of wild-type animals (Fig. 6I, K).

Overall, the results demonstrate that genetic hemolytic anemia alters the homeostasis of DCs in the spleen, leading to the depletion of cDC2s and mature Ccr7^+^ Cd83^+^ DCs. This altered phenotype is accompanied by reductions in cytokine release and antigen-specific CD4^+^ T cell expansion in the spleen, providing a novel mechanistic underpinning of hyposplenism-related secondary immunodeficiency in hemolytic anemia.

## Discussion

Macrophages are pivotal defenders against the consequences of hemolysis [15, 20]. This protection relies on the high capacity of specialized macrophages in the spleen and liver to remove damaged RBCs and cell-free heme from the blood and on functionally linked iron-recycling pathways that promote adaptation to anemia [15, 16, 53, 54]. In this study, we explored the hypothesis that hemolysis-enhanced heme stress promotes the generation of homeostatic macrophages at the expense of DCs, which emerge from the same BM progenitors in a potentially competitive way. We found that the activation of NRF2 by heme skewed the differentiation trajectories of BM cultures towards red pulp macrophage-like cells that strongly expressed genes with an antioxidant function and roles in heme and iron metabolism. This physiologically meaningful adaptation—designed to increase disease tolerance during hemolytic stress—deterred the generation of mature DCs and impaired the capacity to prime antigen-specific CD4 T cells. Translational models of genetic hemolytic anemia reproduced the outcome of heme-deregulated myelopoiesis. In models of SCD and spherocytosis, we found that the expansion of heme- and iron-metabolizing macrophages in the spleen was accompanied by a profound deficiency in phenotypically and functionally mature DCs and impaired T cell priming capacity in the spleen.

We obtained the key finding of our study that heme skews myeloid differentiation trajectories in growth-factor supplemented mouse BM cultures. The supplementation of BM cultures with GM-CSF constitutes the first in vitro technique established for the production of DC-like cells, and these cells serve as a key model for basic science and therapeutic innovation in immunology [33]. More recently, the phenotypically and functionally very diverse cellular output of GM-CSF supported BM cultures, consisting of neutrophils, macrophages, and DCs, has called into question the utility of this system for producing mature DCs for research and therapeutic purposes [30, 55–57]. However, for our studies, the pronounced cell-type heterogeneity of GM-CSF BM cultures provided a unique opportunity for investigating how heme exposure impacts differentiation trajectories across a broad spectrum of potential cell fates within a single-cell culture dish.

To avoid the potential ambiguities of flow cytometry-based cell-type delineation, we decided to utilize a focused scRNA-seq strategy to validate our hypothesis that heme-exposure redirects the differentiation of myeloid precursors towards antioxidant and iron-recycling macrophages at the expense of DC generation. We leveraged the scRNA-seq approach with unbiased cell-type attribution based on RNA velocity analysis, which accounts for the continuity of differentiation states across divergent differentiation trajectories [38, 39]. In our GM-CSF BM cell culture model, this high-dimensional analysis confirmed three trajectories for the generation of DCs, macrophages, and neutrophils. Heme exposure fundamentally redirected the differentiation pathway of GM-CSF BM cultures by inhibiting the production of functionally competent DCs and favoring macrophages with a Spic^+^ Hmox1^+^ Slc40a1^+^ red pulp macrophage-like phenotype. Interestingly, we found that the heme-suppressible DC population generated in vitro shared prominent phenotypic characteristics, such as high Ccr7 and Cd83 expression, with the DC population that was distinctly depleted in the SCD mouse spleen. Although the gene expression profile of the in vitro DCs did not precisely match the full gene expression profile defined for any of the canonical DC subtypes found in vivo, it was previously noted that DCs produced with this culture method share principal characteristics with Ccr7^high^ migratory DCs and cDC2s, notably their strong capacity for the antigen-specific priming of naive CD4^+^ T cells [30, 57]. In a broader perspective, our study not only defines a new mechanism by which heme-exposure distorts DCs and immune homeostasis but it also provides a unique high-dimensional analysis of a classical cell culture model, which was and still is very popular amongst immunologists. As such, our data may provide a resource supporting novel interpretations of past and future studies.

We provide substantial evidence showing that the suppression of functionally competent DCs in our BM culture model was mediated by NRF2. NRF2 is the master regulator of the cellular response to oxidative stress. The finding that NRF2 activation by heme or synthetic agonists exerts such a strong effect on cell fate decisions was, therefore, unexpected. Based on prior literature, two principal mechanisms could explain this observation. By supporting the expression of genes involved in heme and iron metabolism, heme-activated NRF2 in myeloid precursors could push probabilistic cell fate decisions toward red pulp macrophage-like phagocytes [26]. In addition, NRF2 suppresses several inflammatory signaling pathways that cooperatively promote the generation of mature DCs, such as the NFkB [58], STAT-1 [59], and STING-related interferon signaling pathways [60]. Through this suppressive activity, heme-activated NRF2 could block the formation of mature DCs at any stage between early progenitor commitment and final maturation.

The intracellular translocation of heme by erythrophagocytosis or the receptor-mediated uptake of heme-protein complexes can suppress proinflammatory transcriptional networks in macrophages [26, 59], disrupt actin cytoskeletal dynamics to cause dysfunctional chemotaxis and phagocytosis [61], inhibit proteasome function [62], and enhance immunosuppressive heme metabolites produced by Hmox1 [63]. In light of these prior studies and our own observations, it is likely that heme is a multifactorial driver of hyposplenism-related secondary immunodeficiency and, collectively, these results may stimulate exploring heme-directed therapeutics to reconstitute immune defense in patients with hemolytic anemia.

In summary, our results reveal a role of free heme as a disruptor of immune homeostasis at the interface of innate and adaptive immunity and delineate a novel mechanism underlying hyposplenism.

## Methods

### Animal models

*SCD mice:* Berkeley SCD mice [64] with the genotype (Tg(Hu-miniLCR α1GγAγδβS) Hba^−/−^, Hbb^−/−^ and carrying the sickle transgene (HBA-HBBs)41Paz were purchased from Jackson Laboratories. (Tg(Hu-miniLCR α1GγAγδβS) Hba^−/−^, Hbb^+/−^ and hemizygous for Tg(HBA-HBBs)41Paz were used as control. *Spherocytosis mice:* Interbreeding heterozygous Spta^sph^ mice (B6.C3-Spta1^sph^/BrkJ X WB.C3-Spta1^sph^/BrkJ, The Jackson Laboratory) yielded spherocytic and wild-type offspring. Homozygous mice on a pure C57BL/6J or WB background were not viable. In contrast, F1 mice bred from heterozygous Spta^sph/wt^ mice that were separately maintained on the C57BL/6J and WB backgrounds were viable and not compromised. *Conditional Hmox1 knockout mice:* Hmox1^tm1.1Hes^ [65] mice were obtained from Dr. Esterbauer (University of Vienna, Austria) and crossed with B6.Cg(UBC‐cre/ERT2)1Ejb/J (tamoxifen-inducible Cre recombination in all tissues) or with B6.Cg-Commd10Tg(Vav1-icre)A2Kio/J (Cre recombination in hematopoietic cells).

*Conditional Keap1 knockout mice:* Keap1^tm2.Mym^ [66] were obtained from RIKEN BRC and crossed with B6.Cg(UBC‐cre/ERT2)1Ejb/J mice. *Other mice:* B6.Cg-Tg(TcraTcrb)425Cbn/J (OT-2), C57BL/6-Tg(TcraTcrb)1100Mjb/J (OT-1), B6.SJL-Ptprca Pepcb/BoyJ (CD45.1) and C57BL/6-CD45.1/T x B6.129S7-Rag1 < tm1Mom > /J (CD45.1/Rag1^−/−^) mice were obtained from the Swiss Immunological Mouse repository (SwImMR). CD45.1 OT-2 mice were obtained by crossing CD45.1 mice with OT-2 mice. C57BL/6J mice were obtained from Charles River Laboratories, and Nrf2^−/−^ and wild-type littermates were obtained from Professor Yuet Wai Kan (University of California, San Francisco). All colonies were housed and bred in the specific-pathogen-free animal facility at the Laboratory Animal Services Center (LASC) of the University of Zurich in individually ventilated cages. Mice were housed under a 12/12-h light/dark cycle in accordance with international guidelines.

Mice of both sexes that were 12–16 weeks old were used for all experiments. All experimental protocols were reviewed and approved by the Veterinary Office of the Canton of Zurich (ZH161 2020). All animals were maintained at the animal facility of the University of Zurich (LASC) and treated in accordance with guidelines provided by the Swiss Federal Veterinary Office. For comparisons of genotypes, we always selected matched wild-type and knockout mice from the same litter. For CD40 treatment experiments matched animals were allocated to control and treatment groups randomly. Sample analysis was performed by a person blinded to the treatment group. Mice have a numerical identifier provided by the animal facility.

### BM cell cultures

BM cells were isolated by flushing the femurs and tibias of 8- to 10-week-old mice, followed by straining the BM through a 70-μm filter. Lin^−^ progenitor cells were isolated using a Lin^+^ cell depletion kit (Lin: CD5, CD11b, CD45R (B220), Gr-1 (Ly-6G/C), 7-4, and Ter-119; Miltenyi Biotec) and 4 × 10^5^ cells pro well were plated in tissue culture-treated six-well plates (Nunc Multidishes with UpCell Surface, Thermo Fisher) in 4 ml of complete RPMI-1640 medium (10% fetal calf serum (FCS), 1% L-glutamine) supplemented with 1% penicillin/streptomycin (P/S) and 20 ng/ml recombinant mouse GM-CSF or 100 ng/ml recombinant mouse M-CSF (PeproTech). For the M-CSF-supplemented cultures, half of the medium was removed on day 3 and new medium supplemented with M-CSF (100 ng/ml) was added. For the GM-CSF-supplemented cultures, fresh medium containing GM-CSF (2×, 40 ng/ml) was added on day 2. On day 3, half of the medium was removed and new medium supplemented with GM-CSF (20 ng/ml) was added. Hmox1 and Keap1 knockout were obtained by treating the cells with 4-hydroxytamoxifen (1 μg/ml) (Sigma). Cultures were treated on day 3 as indicated in the results section with heme-albumin, albumin (as vehicle/control), 10 μM ML-314 (Tocris), or 15 μM RA-839 (Tocris). The BM cells were harvested for analysis on day 7 (unless mentioned otherwise) from the thermosensitive cell culture plates after cooling to room temperature for 30 min.

### Porphyrin preparation for cell culture

Hemin (heme-chloride) and SnMP (tin mesoporphyrin) were obtained from Frontier Scientific (Newark). The porphyrins were dissolved in 10 ml of NaOH (100 mM) at 37 °C, and 10 ml of 20% human serum albumin (CSL Behring AG) was then added. After 1 h of incubation at 37 °C, the pH of the solution was adjusted to pH 7.4 using ortho-phosphoric acid, and the final volume was adjusted to 25 ml with a saline solution. The porphyrin-albumin solutions were filter-sterilized (0.22 µm) and used immediately [67].

### In vivo treatments

Mice were treated intravenously with 100 µg of agonistic anti-CD40 antibody (InVivoPlus, clone FGK4.5/FGK45). Twelve hours after the anti-CD40 antibody injection, blood samples were collected by cardiac puncture for cytokine measurement (Bio-Rad, Bio-Plex).

### Tamoxifen treatment of mice

Tamoxifen was prepared by dissolving in corn oil for a final concentration of 80 mg/ml. Hmox1^tm1.1Hes^ and littermates were given 60 μl (4.8 mg) tamoxifen solution once a day for 5 days by oral gavage.

### Preparation of spleen cell suspensions and cell enrichment

Spleens were harvested and mechanically disrupted in PBS and passed through a 70-μm cell strainer. The cell suspensions were then centrifuged, incubated in RBC lysis buffer (BioLegend) for 2 min at 37 °C and centrifuged once more to obtain spleen cell populations devoid of mature erythrocytes. DCs were negatively enriched from spleen single-cell suspensions using a Dynabeads DC enrichment kit (Invitrogen) according to the manufacturer’s instructions. Macrophages were positively enriched from spleen single-cell suspensions using anti-F4/80 antibody (rat, Bioscience, Clone T45-2342)-coated Dynabeads (anti-rat IgG, Invitrogen) according to the manufacturer’s instructions.

### CD4^+^ T and CD8^+^ T cell isolation and CFSE labeling

T cells were negatively enriched from spleen single-cell suspensions using a MagniSort CD4 or CD8 enrichment kit (Invitrogen) according to the manufacturer’s instructions. Isolated CD4^+^ T or CD8^+^ T cells were labeled with CFSE (Thermo Fisher) at 37 °C for 20 min, washed with PBS and counted before use. The final purity confirmed by flow cytometry to be >95%.

### OT-2 assay

A total of 10^4^ M-CSF- or GM-CSF BM cells or DCs enriched from spleen cell suspensions were plated in 96-well round-bottom plates, pulsed or not with 1 or 10 μg/ml OVA peptide 323–339 (Sigma) for 30 min at 37 °C, and washed three times with PBS. Subsequently, 5 × 10^4^ CFSE-labeled naive CD4^+^ T cells isolated from spleens of OT-2 mice were added to the BM cells or enriched splenic DCs in complete RPMI-1640 medium and cocultured at 37 °C. CFSE dilution was assessed by flow cytometry and IL-2 concentration was measured in the supernatant by Bio-Plex assay after 3 or 4 days as specified.

### OT-1 assay

A total of 10^4^ GM-CSF BM cells were plated in 96-well round-bottom plates, pulsed or not with 150 μg/ml ovalbumin (InvivoGen) for 30 min at 37 °C, and washed three times with PBS. Subsequently, 5 × 10^4^ CFSE-labeled naive CD8^+^ T cells isolated from spleens of OT-1 mice were added to the BM cells in complete RPMI-1640 medium and cocultured at 37 °C. CFSE dilution was assessed by flow cytometry.

### Transfer of GM-CSF phagocytes and OT-2-specific CD4^+^ T cells into CD45.1 Rag1^−/−^ mice

GM-CSF BM cells that were exposed to heme-albumin or albumin (vehicle/control) as described in the BM-derived cell cultures section were incubated in complete RPMI-1640 medium with 10 μg/ml OVA_323-339_ for 30 min at 37 °C. The cells were washed three times in PBS and injected intravenously via the tail vein into Rag1^−/−^ mice expressing the CD45.1 antigen 2 h after the intravenous transfer of 1.5 × 10^6^ CFSE-labeled CD4^+^ T cells isolated from OT-2 mouse spleens. Three days later, the CFSE dilution of splenic CD45.2^+^ CD4^+^ T cells was evaluated by flow cytometry.

### Transfer of OT-2 CD4^+^ T cells into Spta^sph/sph^ and Spta^wt/wt^ mice

First, 1.5 × 10^6^ CFSE-labeled CD4^+^ T cells isolated from OT-2 × CD45.1 mouse spleens were injected intravenously via the tail vein into Spta^sph/sph^ mice and wild-type littermates (F1 C57BL/6J × WB). Two hours later, the mice were challenged intravenously with 75 μg of OVA protein (InvivoGen) mixed with 75 μg of agonistic anti-CD40 antibodies. The mice were sacrificed 3 days later, CD4^+^ T cells were enriched from the spleen by negative selection and the CFSE dilution of CD45.1^+^ CD4^+^ T cells was assessed by flow cytometry.

### Bio-Plex cytokine assays

The concentrations of IL-2, IL12p70, and CXCL10 in coculture supernatants or plasma were determined using Bio-Plex Cytokine Assays (Bio-Rad). The assays were performed with a Bio-Plex 200 system (Bio-Rad), and the results were analyzed using Bio-Plex Data Pro software (Bio-Rad).

### Flow cytometry

Cells were preincubated with a LIVE/DEAD Fixable Near-IR cell stain kit (Invitrogen) and with Mouse BD Fc Block™ (≤1 μg/million cells in 100 μl, BD Biosciences) at 4 °C for 10 min.

The following antibodies were purchased from BD Bioscience: anti-CD45 (clone 30-F11), anti-CD19 (clone 1D3), anti-CD3 (clone 17A2), anti-CD25 (clone 7D4), anti-CD11c (clone HL3), and anti-I-A/I-E (clone M5/114.15.2). The following antibodies were purchased from BioLegend: anti-CD45.1 (clone A20), anti-CD45.2 (clone 104), anti-CD4 (clone GK1.5), anti-CD8 (clone 53-6.7), anti-CD11b (clone M1/70), anti-CD115 (AFS98), anti-CD11c (clone N418), F4/80 (clone BM8), anti-Ly-6G (clone 1A8), and anti-CD69 (clone H1.2F3). The following antibody was purchased from eBioscience: anti-CD4 (clone GK1.5). Corresponding isotype-matched irrelevant specificity controls were purchased from BD, BioLegend, and eBioscience. Reticulocytes were stained with thiazole-orange (Sigma-aldrich). Multiparameter analysis was performed with an LSRFortessa analyzer (BD Biosciences), a SP6800 Spectral Analyzer (Sony) or an Aurora 5 L spectral flow cytometer (Cytek). The data were analyzed using FlowJo software (version 10.7.1) and FCS express 7 (De Novo software).

### Western blot analysis and nuclei isolation procedure

Total cellular and nuclear proteins were extracted from cultured human HEK293 cells grown in 10 cm cell culture dishes under standard growth conditions. For total cellular protein analysis, cells were lysed in in RIPA buffer containing 50 mM Tris-HCl pH 7.6, 150 mM NaCl, 1% Nonidet P-40 substitute, 0.5% sodium deoxycholate, 0.1% SDS and 0.2 U/μl RNase inhibitor. Nuclear proteins were analysed after a nuclei isolation procedure according to a modified 10× Genomics protocol. In brief, cells were lysed on ice for 5 min in chilled (4 °C) lysis buffer containing 10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% Nonidet P-40 substitute in nuclease-free water. Lysis efficiency was assessed by microscopy and proved to be over 80%. Nuclei were then washed twice with chilled (4 °C) nuclei wash buffer containing 1% BSA and 0.2 U/μl RNase inhibitor in phosphate-buffered saline, and finally resuspended in RIPA buffer. After three freeze-thaw cycles, cellular debris was removed by centrifugation at 16,000 *g* for 15 min. Protein concentrations of all samples were determined using a Pierce BCA protein assay (Thermo Fisher Scientific, Rockford, IL, USA). A reducing SDS-PAGE was loaded with 3 μg total protein/well for subsequent Western blot analysis using a Criterion TGX Stain-Free Precast Gel (Bio-Rad Laboratories, Hercules, CA USA). Fluorescent gel imaging for total protein analysis was performed according to the manufacturer’s protocol with a ChemiDoc MP imager (Bio-Rad Laboratories). Proteins were transferred to a polyvinylidene difluoride membrane (Bio-Rad Laboratories), which was blocked by incubating for 1 h at room temperature in 10% goat serum (Thermo Fisher Scientific) and 1% BSA in PBS on an orbital shaker. For immunodetection, a polyclonal primary antibody directed against NRF2 (rabbit anti-human, Thermo Fisher Scientific; 1:2000) and an appropriate HRP-conjugated secondary antibody (goat anti-rabbit, Bio-Rad Laboratories, 1:3000) were used. The blot was developed with Clarity Max Western ECL Substrate (Bio-Rad Laboratories) and analyzed on the ChemiDoc MP imager with Image Lab Analysis software, Version 5.2.1 (Bio-Rad Laboratories). Normalized band intensities were calculated by division of the background-subtracted NRF2 band volumes by the corresponding background-subtracted total protein lane volumes.

### Sequencing-based workflows and data analysis

#### scRNA-seq data acquisition

##### Multiplexed cell culture experiments

Approximately 2 million cells per experimental condition were stained with 1 μg of TotalSeq™ B0301-B0308 anti-mouse Hashtag antibodies (BioLegend) according to the manufacturer’s instructions and pooled together at equal cell numbers. The pooled multiplexed sample was then processed according to the 10× Genomics Chromium Single Cell 3’ v3.1 Reagent Kits with Feature Barcoding Technology for Cell Surface Protein instruction guide. *Spleen cells:* Enriched DC and macrophage populations from the spleen of SCD mice and control littermates were run as separate samples according to the 10× Genomics Chromium Single Cell 3’ v3.1 Reagent Kits. For spleen single-cell experiments, the sample and controls were loaded on the same chip and underwent library construction in parallel.

For all experiments, the sample volume was adjusted to a target capture of 10,000 cells and loaded on the 10× Genomics chromium next-GEM chip G to generate gel-beads-in-emulsion (GEMs). The GEM solution was placed in a Applied Biosystems Veriti 96 well thermal cycler for reverse transcription as described by the 10× Genomics instruction guide (53:00 min at 53 °C followed by 5:00 min at 85 °C). The resulting barcoded cDNA was then cleaned using Dynabeads MyOne Silane and amplified for 11 cycles (as recommended by the 10× Genomics user guide for a target cell recovery of >6000 cells). After amplification, for multiplexed experiments, cDNA generated from polyadenylated mRNA for the 3' gene expression library was separated from DNA from the Cell Surface Protein Feature Barcode for the Cell Surface Protein library with Dynabeads MyOne Silane and SPRIselect reagents based on size. The quality and concentration of both cDNA and DNA were assessed using High-Sensitivity D5000 ScreenTape (Agilent). All samples presented product sizes with a narrow distribution centered around 2000 pb and yielded between 50 and 800 ng cDNA (manually selecting products between 100–250 and 5000–6000 bp). cDNA and DNA were then subjected to enzymatic fragmentation, end repair and A-tailing. Adaptors were ligated to the fragmented cDNA and DNA, and the sample index was added during sample index PCR (set for 12 cycles, as recommended by the 10× Genomics user guide to correlate with a cDNA/DNA input of 12–150 ng). Library quality and concentration were assessed using High-Sensitivity D5000 ScreenTape (Agilent). All libraries showed an average fragment size of around 400 pb. For multiplexed runs, 3ʹ Gene Expression and Cell Surface Protein libraries were pooled at a ratio of 4:1 and sequenced using the Illumina NovaSeq 6000 system with a sequencing depth of 50,000 and 12,500 reads per cell, respectively, following the recommendations of 10× Genomics (paired-end reads, single indexing, read 1 = 28 cycles, i7 = 8 cycles, i5 = 0 cycles and read 2 = 91 cycles). For non multiplexed runs, 3ʹ Gene Expression libraries for each sample were pooled at an equimolar amount and sequenced using the Illumina NovaSeq 6000 system with a sequencing depth of 50,000 reads per cell, following the same recommendations of 10× Genomics.

#### scRNA-seq data analysis

The Cell Ranger Single-Cell Software Suite (version 4.0.0) was used for cDNA oligopeptide alignment, barcode assignment and UMI counting from fastq data from the Illumina sequencing. For each sample, the cell-containing droplets were filtered from the empty droplets, and this step was followed by the generation of an expression matrix using Cell Ranger Count (version 4.0.0). Demultiplexing of the cells within each sample was performed with the filtered matrix produced by Cell Ranger in R (version 4.4) using Seurat (version 3.2.3) and the HTODemux function (positive quantile set at 0.99). The resulting gene expression matrices were further analyzed with Python (version 3.8.8) using the Scanpy (version 1.6.0) [68], scVelo (version 0.2.2) [39] and CellRank (version 1.1.0) [38] libraries. Cells with a total number of expressed genes >5000 or <500, a proportion of mitochondrial genes <15%, or a proportion of ribosomal genes <30% and genes expressed in <20 cells were excluded from downstream analyses. After filtering, normalization was performed using the scran normalization algorithm implemented in the scran R package (version 1.18.3), which was followed by log normalization. For dimensional reduction, principal component analysis (PCA) of each sample was performed using the tl.pca function with the default settings from the Scanpy library. For cell culture samples, a shared nearest neighbor graph was built using the pp.neighbors function based on the first 15 PCAs or first 30 PCAs, respectively. Using the Leiden algorithm [69], cells were clustered and visualized in 2D using UMAP. For expression intensity projections, the cells were colored according to their log-normalized gene expression. Differentially expressed genes (*p*-value <0.05 and a log2-fold change >0.5) were determined using the tl.rank_genes_groups function from the Scanpy library with a pairwise Wilcoxon rank-sum test. For RNA velocity analysis, an expression matrix with spliced and unspliced transcript reads was calculated using the velocyto pipeline [70] by applying the Python script velocyto.py (version 0.17.17) to the Cell Ranger output folder. Using the scVelo library, RNA velocities were calculated by stochastically modeling the transcriptional dynamics of splicing kinetics, and the velocities were then projected as streamlines onto the low-dimensional UMAP embedding. With CellRank, cells were assigned to a predefined number of macrostates combining RNA velocity and transcriptional similarity information.

#### Pathway and transcription factor enrichment analysis of scRNA-seq data

GSEA was performed using the GSEApy library [71]. As the input, we used a gene list consisting of differentially expressed genes between the different conditions. Using gene lists ranked according to a combined score calculated with the tl.rank_genes_groups function from Scanpy, we performed pre ranked GSEA using the hallmark gene sets from the Molecular Signature Database (MSigDB) [72]. For visualization, the terms were ordered according to their normalized enrichment score, and the running enrichment score for each term was plotted along the ranked genes as a heatmap.

Nrf2 target gene expression scores were calculated for each cell using the average expression of the Nrf2 gene set from the TRRUST gene-set library subtracted with the average expression of a randomly sampled reference set of similar length.

#### scATAC-seq data acquisition

One million cells per condition were treated for nuclei isolation following 10× genomics recommendation. Briefly, the cells were incubated in lysis buffer (Tris-HCL 10 mM, NaCl 10 mM, MgCl2 3 mM, BSA 1%, Tween-20 0.1%, Nonidet P40 substitute 0.1% and Digitonin 0.01%) for 3 min and washed in washing buffer (Tris-HCL 10 mM, NaCl 10 mM, MgCl2 3 mM, BSA 1%, Tween-20 0.1%) before resuspension in PBS supplemented with BSA. Nuclei quality was assessed using trypan blue staining (brightfield microscopy) and hoechst staining (fluorescence microscopy). Nuclei were then processed according to the chromium next GEM single-cell ATAC reagents kit v1.1 (10× genomics). Sample volume was adjusted for a target capture of 10,000 nuclei and incubated with Tn5 transposase for 60 min at 37 °C. Transposase-treated nuclei were then loaded on the chromium H chip to generate GEMs. The GEM solution was placed in a Applied Biosystems Veriti 96 well thermal cycler for 12 cycles to generate 10× barcoded single strand DNA. DNA solutions were cleaned from leftover reagents using silane magnetic beads and solid phase reversible immobilization (SPRI) beads were used to eliminate unused barcodes. Sample index PCR was performed with 9 cycles as recommended by 10× genomics for an input of 6000–10,000 nuclei and the products were cleaned using SPRI beads. Library quality and concentration were assessed using High-Sensitivity D5000 ScreenTape (Agilent). All libraries showed fragment size between 150 and 700 pb. Libraries were sequenced using the Illumina NovaSeq 6000 system with a sequencing depth of 25,000 reads per nuclei, following the recommendations of 10× Genomics (paired-end reads, dual indexing, read 1 = 50 cycles, i7 = 8 cycles, i5 = 16 cycles and read 2 = 50 cycles).

#### scATAC-seq data analysis

Demultiplexing, read filtering, barcode counting and alignment on the Grcm38p6 (mm10) reference genome was performed using CellRangerATAC (version2.0.0) and the two samples aggregated using cellrangerATAC aggr command with correction for sequencing depth. Data was then analyzed using R (version 4.1.2) and the packages Seurat (version 4.0.5) [73], Signac (version 1.4.0) [74], JASPAR2020 (version 0.99.10) [75] and chromVAR (version 1.16.0) [76]. Peak calling from cellranger output was used for quality control metrics. Quality control metrics were obtained from the output of Cellranger (percentage read in peaks and ratio of fragments in blacklist regions) and calculated using the NucleosomeSignal and TSSenrichement functions. Nuclei with >3000 and <100,000 peak fragments, >40% reads in peaks, <0.025% peaks in blacklist region, <4 nucleosome signal score and >2 TSS enrichment score were kept. Peak calling was performed using Macs2 [77] and the output was used for further analysis. Normalization, highly variable feature finding and dimension reduction were carried out using the RunTFIDF, FindTopfeatures and RunSVD functions, respectively. RunUMAP, Findneighbors were then run on the latent semantic indexing dimensions 2–30 to avoid accounting technical difference due to sequencing depth. Differential accessible regions were calculated using the FindMarkers function using a logistic regression framework and a likelihood ratio test. Genes closest to differentially accessible peaks were determined using the ClosestFeature function. Motif analysis on differentially accessible peaks was performed based on the JASPAR2020 [75] database using the FindMotifs function. Per-cell motif activity score was computed using the ChromVAR function. A pseudo-gene activity matrix was calculated using the Geneactivity function which sums the number of fragments overlapping the promoter and gene body region for each cell (limited to the region 2 kbp upstream and downstream from gene coordinates). Cell-type attribution was based on this gene activity matrix.

#### RT-qPCR analysis

Total RNA was isolated from spleen-cell suspensions using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. Reverse transcription was performed with TaqMan reverse transcription reagents (Life Technologies). Real-time PCR was performed using Fast SYBR™ Green Master Mix (Applied Biosystems) to determine the expression levels of target genes using the primers listed in Table 1 shown below. Relative mRNA levels for experimental samples were calculated with 7500 Fast System Sequence Detection Software version 1.4 (Applied Biosystems) after normalization to the Hprt levels.

**Table 1:** Sequences for PCR primers.

Target gene	Forward sequence (5'–3')	Reverse sequence (3'–5')
*Cd40*	aaggaacgagtcagactaatgtca	agaaacaccccgaaaatggt
*Cd83*	agggcctattccctgacgat	gcttccttggggcatccttc
*Ccr7*	cgcaactttgagcggaacaa	ccattgtagggcagctggaa
*H2-Ab1*	acggtgtgcagacacaacta	cgacattgggctgttcaagc
*Nqo1*	agcgttcggtattacgatcc	agtacaatcagggctcttctcg
*Gstm1*	gaaccaggtcatggacaccc	gcaatggaacagccacaaagt
*Gclm*	agttgacatggcatgctccg	ccatcttcaatcggaggcga
*Hprt*	cctcctcagaccgcttttt	aacctggttcatcatcgctaa

### Free heme measurement

Mouse plasma samples were analyzed by SEC–high-performance liquid chromatography using an Agilent 1260 II HPLC attached to a quaternary pump and a photodiode array detector (DAD) (Agilent). Plasma samples and hemoglobin standards were separated on a Diol-300 (3 µm, 300 × 8.0 mm) column (YMC Co., Ltd.) with PBS (pH 7.4, Bichsel) as the mobile phase at a flow rate of 1 mL/min. For all samples, two wavelengths were recorded (λ = 280 nm and λ = 414 nm). From these data, we quantified peak areas of hemoglobin-haptoglobin complexes, free hemoglobin (dimers and tetramers), and other heme-adducted proteins [78].

### Blood analysis

Hematocrit levels of blood samples of SCD and wild-type mice were measured by the Veterinary Laboratory of the University of Zurich.

### Statistical analysis

Data plotting and statistical analysis were performed with Prism 9 (GraphPad), JMP 15 (SAS). For intergroup comparisons, we used a *t*-test or ANOVA with Tukey’s posttest as indicated in the figure legends. All data points are displayed in the graphs as mean ± standard deviation (n.s. = not significant, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001). Normal distribution with similar variance between groups was assumed. No samples were excluded except samples were physically lost during the experiment (e.g., failure of cardiac puncture and blood sampling in a mouse).

## Supplementary information

Supplementary figure legends

Supplementary resource table

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8

Reproducibility Checklist

authorship form

## Data Availability

The datasets generated and/or analyzed during the current study are available from the corresponding author upon reasonable request. Sequencing data can be accessed at the Gene Expression Omnibus under accession no. GSE179365.

# Supplementary material for: Heme-stress activated NRF2 skews fate trajectories of bone marrow cells from dendritic cells towards red pulp-like macrophages in hemolytic anemia
**Source:** Cell Death Differ. 2022 Jan 14;29(8):1450–65. doi: 10.1038/s41418-022-00932-1
**Supplement:** Supplementary file 1 — Supplementary figure legends

**SUPPLEMENTARY FIGURE LEGENDS**

**Supplementary Figure 1**

## Flow cytometry contour plots of GM-CSF- and M-CSF BM cultures. The cells were stained for CD11c, MHC class II, CD11b, and CD115.

## SnMP fluorescence intensities were measured in GM-CSF BM cultures after 3h incubation with the SnMP porphyrin (100 µM)using a SP6800 Spectral Analyzer with the 640 nm laser inactivated.. The spectral plots show fluorescence emission intensities in macrophages defined as CD115^+^ , MHC class II^low^ (boxed in blue) and in DCs defined as CD115^_^ MHC class II^high^(boxed in magenta). The emission spectrum in macrophages matches the emission spectrum of SnMP measured in solution. Excitation was at 405 nm for flow cytometry and for the in solution fluorescence emission scan.

## UMAP plot of the multiplexed scRNA-seq experiment described in Figure 1. Within the whole dataset, an unsupervised Leiden clustering identified 15 clusters. For cell-type attribution, we performed a per-cluster similarity search against > 15 million annotated single-cell transcriptomes from published studies using CellSearch (Bioturing). The dot plot shows the number of high-quality matches to published annotated cell populations for each cluster. The matching cell types were monocytes, microglia, macrophages, neutrophils, and DCs.

1. Expression intensity projections of canonical marker genes for DCs, macrophages, and neutrophils.
2. GM-CSF BM cells were cultured with heme (300 µM) or vehicle. On day 7, the cells were harvested, pulsed with ovalbumin (150 µg/ml), washed to remove any remaining heme, and then incubated with CFSE-labeled naïve CD8^+^ T cells isolated from OT-1 mice. The proliferation of CD8^+^ T cells was assessed by evaluating the degree of CFSE dilution measured by flow cytometry after three days in coculture. Left: Representative data for cells gated based on positive CD8 expression are shown. Right: Cumulative T cell proliferation data from four independent coculture experiments.
3. CFSE-labeled CD4^+^ T cells isolated from the spleen of OT-2 mice and OVA_323-339_ (10 μgr/ml)-pulsed GM-CSF BM cells that were exposed to heme or vehicle were injected intravenously via the tail vein into Rag1^-/-^ mice expressing the CD45.1 antigen. Three days later, the spleens were harvested and the level of CFSE dilution was measured by flow cytometry. Left: representative contour plots showing the expression of CD4 and CD45.1. Right: CFSE dilution in cells gated based on CD45.1^+^ CD4^+^ T cells (red boxed).
4. Cumulative T cell proliferation data from three independent experiments.

The data in F are presented as the means ± SDs. t-test (E, G); n.s. = not significant, **P* ≤ 0.05, ***P* ≤ 0.01, ****P* ≤ 0.001, *****P* ≤ 0.0001.

**Supplementary Figure 2**

1. GSEA of the differentially expressed genes in M-CSF or GM-CSF BM cultures (heme versus control) obtained by scRNA-seq analysis with annotation of all gene sets (rows) and the corresponding false discovery rate (referring to Figure 1). The heatmaps represent the magnitude of the running enrichment score per gene set category (red indicates positive enrichment, and blue indicates negative enrichment). The GSEA is based on the hallmark gene sets of the Molecular Signature Database (MSigDB).
2. Multiplexed scRNA-seq experiment of BM cells supplemented with GM-CSF as described in Figure 2. Top: the UMAP plots represent the expression intensity of genes associated with heme transport, heme metabolism, iron storage, and iron export. Bottom: UMAP plot showing the three terminal differentiated cell types as described in Figure 2B.

**Supplementary Figure 3**

1. GSEA of differentially expressed genes (heme exposure versus vehicle) in GM-CSF BM cultures at different timepoints of heme exposure (24, 72, 96 h). The heatmaps represent the running enrichment score per gene set category (red for positive enrichment, blue for negative enrichment). Each row represents one gene set category. The GSEA is based on the hallmark gene sets of the Molecular Signature Database (MSigDB).

**Supplementary Figure 4**

## NRF2 expression in whole cells and the nuclei fractions of human HEK293 cells exposed to heme (300 µM) for 0, 2, 4, and 6 hours measured by western blot analysis.

1. Outline of the multiplexed scRNA-seq experiment of GM-CSF BM cultures from Nrf2^+/+^ and Nrf2^-/-^ mice. The cells were treated on day 3 with vehicle, heme (300 µM) or ML-334 (10 µM). On day 7, each sample was tagged with DNA-barcoded antibodies and pooled for sequencing and downstream analysis.
2. Correlation plot of the ranked GSEA enrichment scores for heme-regulated and ML-334-regulated gene sets. GSEA was performed using differential gene expression data from scRNA-seq analysis of Nrf2^+/+^GM-CSF BM cultures treated with heme or ML-334 versus vehicle.
3. Flow cytometry contour plots of GM-CSF BM cultures from Hmox1^fl/fl^ Cre^neg^  (wild-type) , Hmox1^fl/fl^ Ubc-Cre/ERT2^pos^, and Hmox1^fl/fl^ Vav-Cre^pos^ mice . The cells were treated on day 3 with vehicle or heme (50 µM). The induction of target gene recombination in Hmox1^fl/fl^ Ubc-Cre/ERT2^pos^ was induced by 4-hydrotamoxifen treatment.
4. Hierarchical clustering analysis of normalized mRNA expression intensities for Nrf2 target genes in Hmox1^fl/fl^ Cre^neg^ , Hmox1^fl/fl^ Ubc-Cre/ERT2^pos^ , and Hmox1^fl/fl^ Vav-Cre^pos^ GM-CSF BM cells treated from day 3 to day 7 with 50 µM heme (red) or vehicle (blue) and analyzed by qRT-PCR.
5. Flow cytometry contour plots of GM-CSF BM cultures from Keap1^fl/fl^ Cre^neg^ and Keap1^fl/fl^ Ubc-Cre/ERT2^pos^ . The induction of target gene recombination was induced by 4-hydrotamoxifen treatment.

**Supplementary Figure 5**

1. UMAP plots of pooled scRNA-seq data from two sequencing experiments with spleen cell suspensions from an SCD mouse and a wild-type mouse. Before sequencing, the spleen cells were enriched for macrophages using anti-F4/80 antibody coated magnetic Dynabeads. 

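Clustering the kept cells of both libraries together at a Leiden resolution of 1 gave 25 clusters, of which 20 were named from markers and fell into 9 classes. The resolution used in the study is not stated in the paper's text. At resolution 0.5 there were 18 clusters and at resolution 2 there were 37. Clustered on its own, the library labelled wild-type gave 23 clusters and the library labelled SCD 21.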

For the whole dataset, unsupervised Leiden clustering identified 14 clusters that were attributed to six cell types (see Supplementary Figure 6).
2. Left: UMAP plots of the data split by strain (wild-type versus SCD). Right: The stack bar charts illustrate each cell type as a proportion of the whole number of cells per strain suggesting a massive expansion of red pulp macrophages (RPMs) and erythropoietic island macrophages (EBIs).

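Apart from the macrophage classes, erythroid-like cells made up 18.2% (17.7 to 18.8%) of the kept cells in the library labelled wild-type and 2.90% (2.61 to 3.21%) in the library labelled SCD. B lymphocyte-like cells were at 5.80% and 19.2%, and T lymphocyte-like cells at 0.278% and 0.546%. Ly6c-high monocyte-like cells were at 9.26% and 5.95%, but this class took in clusters led by erythroid or progenitor genes, and its cluster led by Fn1, Vcan and F13a1, markers of these monocytes, was at 5.04% and 5.69%. Ly6c-low monocyte-like cells were at 2.42% and 8.74%. The neutrophil-like cluster held 260 cells of the library labelled wild-type and 2 of the library labelled SCD. DC-like cells, a single Ccr7-positive cluster, were at 2.33% (2.12 to 2.55%) and 5.38% (4.99 to 5.80%). This difference in DC-like cells depended on how clusters were made and named. With each library clustered on its own, their log2 ratio of SCD to wild-type was -0.97 in place of 1.21, at 16.0% and 8.18%. In that setting 22 of 23 clusters were named in the library labelled wild-type, but 13 of 21 in the library labelled SCD. In the alternatives with both libraries clustered together, the log2 ratio ranged from 0.51 to 1.23. The 5 unnamed clusters held 13.4% of the kept cells in the library labelled wild-type and 37.6% in the library labelled SCD, so that the shares of the named classes do not add up to the whole. The labels are those of the deposited libraries, against which the β-globin genes went.

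**Figure D3:**
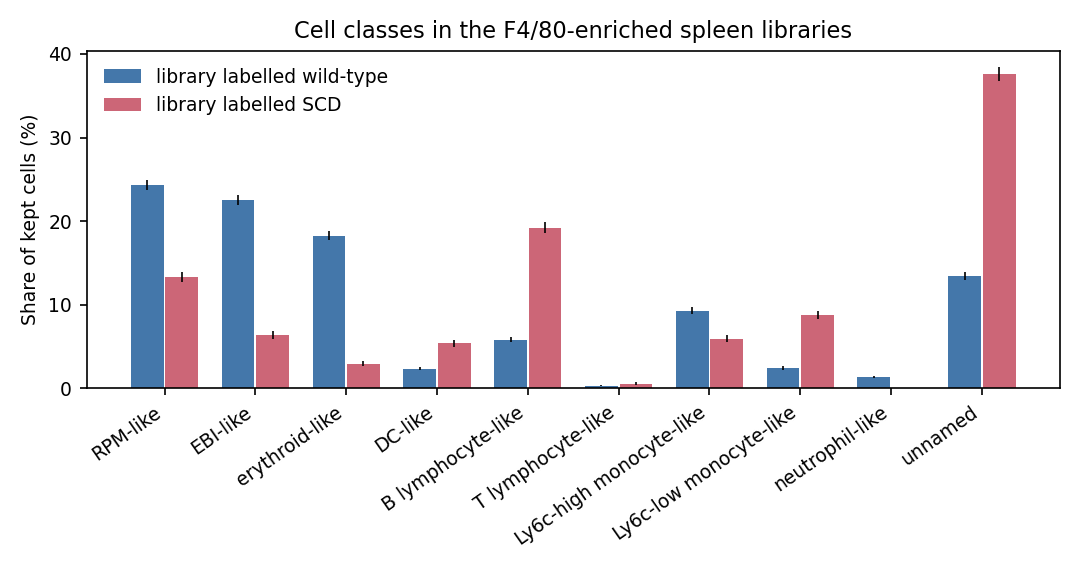
Share of kept cells in percent for each cell class in the library labelled wild-type (left bar of each pair) and the library labelled SCD (right bar), with 95% exact binomial intervals. RPM-like, EBI-like and erythroid-like cells have the higher bar in the library labelled wild-type, and B lymphocyte-like and unnamed cells in the library labelled SCD.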

3. Top: Expression intensity projections of canonical marker genes for red pulp macrophages and DCs. 

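Levels are given first for the library labelled wild-type and then for the library labelled SCD. C1qa was at 4012 and 3439 CPM in RPM-like cells, 3227 and 2450 CPM in EBI-like cells and 1545 and 482 CPM in DC-like cells. In EBI-like cells Spic was at 780 and 1174 CPM and Vcam1 at 6516 and 5598 CPM, and in the main B lymphocyte-like cluster, which should lack it, Spic was at 129 and 164 CPM. In DC-like cells Ccr7 was at 912 and 1164 CPM, Flt3 at 208 and 321 CPM and H2-Ab1 at 2200 and 4064 CPM. In RPM-like cells these were at 2.49 and 5.20 CPM for Ccr7, 2.43 and 9.86 CPM for Flt3 and 138 and 1309 CPM for H2-Ab1. Spic, Vcam1, C1qa, Ccr7 and Flt3 were among the markers used to name the classes, so their levels describe the classes and are not results on them.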

Bottom: Expression intensity projections of genes associated with heme metabolism and iron metabolism.

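The classes drew on the libraries in different parts, so the genes are given by class within each library. In the library labelled wild-type, Hmox1 was at 11632, 9682, 4213 and 4298 CPM in RPM-like, EBI-like, erythroid-like and DC-like cells, and in the library labelled SCD at 7356, 6137, 1610 and 1247 CPM. In the same order, Slc40a1 was at 6512, 5068, 2078 and 2313 CPM in the library labelled wild-type and at 7398, 4856, 1147 and 934 CPM in the library labelled SCD, and Marco at 1222, 922, 398 and 454 CPM and at 94.6, 70.8, 24.1 and 13.0 CPM. Blvrb was highest in erythroid-like cells in each of the libraries, among the 10 groups of cells with the unnamed cells, at 857 and 711 CPM against 330 and 303 CPM in RPM-like cells. None of these genes took part in the clustering. The labels are the deposited ones, against which the β-globin genes went.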

**Supplementary Figure 6**

Cell type attribution of the scRNA-seq experiment displayed in Supplementary Figure 5

1. UMAP plots of pooled scRNA-seq data from two sequencing experiments with spleen cell suspensions from an SCD mouse and a wild-type mouse. Before sequencing, spleen cells were enriched for macrophages using anti-F4/80 antibody coated magnetic Dynabeads. 

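The RPM-like class was made up of 3 clusters. A cluster led by Abcc5 and Mertk held 1064 cells of the library labelled wild-type and 5 of the library labelled SCD, one led by Cd5l and Selenop held 3599 and 69, and one led by Rgs1 and Adamdec1 held 62 and 1558. The EBI-like class had 5 clusters, of which 1 was mostly of the library labelled SCD and the others mostly of the library labelled wild-type. Clusters made up mostly of 1 library do not separate a cell type from a difference between the libraries. Among the EBI-like clusters, one led by the stress genes Hspa1b and Hspa1a held 946 and 94 cells. The Ly6c-high monocyte-like class included a cluster led by Slfn14 and Ypel4, with 625 and 25 cells, and one led by the progenitor genes Mpo, Prtn3 and Elane, with 194 and 6 cells. A cluster of 1215 and 2364 cells with cDC2 markers stayed unnamed because a progenitor gene, Kit, was among its leading genes, and one of 435 and 1404 cells with Ly6c-high monocyte markers stayed unnamed because cDC2 genes, Cd209a first, led it. By the automatic threshold in the library labelled SCD and the highest-scoring 10% in the library labelled wild-type, doublets made up 55.2% of the cells in the cluster led by Slfn14 and Ypel4, 39.9% in an erythroid-like cluster led by Hemgn, and 58.7% in a B lymphocyte-like cluster led by Igha.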

For the whole dataset, unsupervised Leiden clustering identified 14 clusters that were attributed to red pulp macrophages (RPM), erythroblastic island macrophages (EBIs), DCs, B lymphocytes, monocytes, and neutrophils.
2. Cell-type attribution. The dot plots show the normalized mean expression intensity (color) and the fraction of positive cells (size) for selected canonical marker genes in each Leiden cluster (top) and each identified cell type (bottom). The dendrograms show the hierarchical clustering based on the PCA components between the clusters (top) and the different cell types (bottom).

**Supplementary Figure 7**

1. scRNA-seq data of spleen cell suspensions from SCD and wild-type mice negatively enriched for DCs (see Figure 5). UMAP plots of the pooled scRNA-seq data (SCD and wild-type) colored by macrostates. The arrows indicate the calculated velocity.
2. Dot plot showing the mean expression levels of selected signature genes in each macrostate. The dot size indicates the fraction of cells expressing the genes, and the color indicates the per-gene normalized mean expression. The dendrogram represents the hierarchical clustering results based on the PCA components between the macrostates.

## UMAP plots of the pooled scRNA-seq data (SCD and wild-type) colored by cell types.

## The UMAP projections display the overall differentiation potential of every cell (left) and the transition probability of each cell into one of the six terminal states (right). For each terminal state a UMAP projection color coded representing the probability of each cell reaching this terminal state is shown.

1. Cumulative absorption probabilities across the whole experiment per cell type and genotype point to a reduced absorption probability for DCs in the SCD mouse. This plot aggregates and summarizes absorption probabilities from a single cell level for each experimental condition.

**Supplementary Figure 8**

## Flow cytometry contour plots of splenic cell suspensions from SCD, Spta^sph/sph^ mice, and their littermates. Representative cells were gated based on positive CD45 expression (cumulative data shown in Figure 6F). Percentage of DCs identified as CD11c and MHC class II positive cells are highlighted in red.

1. Plasma concentrations of IL12p70 and CXCL10 in Spta^sph/sph^ mice and wild-type littermates treated with saline (control) or an agonistic anti-CD40 antibody measured with a Bio-Plex assay.
2. Cumulative in vitro T cell proliferation data from three independent experiments (corresponding to Figure 6G).

The data in B and C are presented as the means ± SDs. Each dot represents one independent experiment. one-way ANOVA with Tukey’s multiple comparison test (B). t-test (C). n.s. = not significant, **P* ≤ 0.05, ***P* ≤ 0.01, ****P* ≤ 0.001, *****P* ≤ 0.0001.

# Supplementary material for: Heme-stress activated NRF2 skews fate trajectories of bone marrow cells from dendritic cells towards red pulp-like macrophages in hemolytic anemia
**Source:** Cell Death Differ. 2022 Jan 14;29(8):1450–65. doi: 10.1038/s41418-022-00932-1
**Supplement:** Supplementary file 2 — Supplementary resource table

Mouse: B6.129P2-Keap1<tm2Mym> Riken RBRC09595

# Supplementary material for: Heme-stress activated NRF2 skews fate trajectories of bone marrow cells from dendritic cells towards red pulp-like macrophages in hemolytic anemia
**Source:** Cell Death Differ. 2022 Jan 14;29(8):1450–65. doi: 10.1038/s41418-022-00932-1
**Supplement:** Supplementary file 12 — authorship form

**Important information. Please read.**

- This form should be used by authors to request any change in authorship (adding/deleting authors) including changes in corresponding authors. This form should not be used for name changes. Please fully complete all sections. Use black ink and block capitals and provide each author's full name with the given name first followed by the family name.
- By signing this declaration, all authors guarantee that the order of the authors are in accordance with their scientific contribution, if applicable as different conventions apply per discipline, and that only authors have been added who made a meaningful contribution to the work.
- Please note, in author collaborations where there is formal agreement for representing the collaboration, it is sufficient for the representative or legal guarantor (usually the corresponding author) to complete and sign the Authorship Change Form on behalf of all authors, **next to the added/removed author(s). (Complete Section 3, followed by Section 6.)**  
In author collaborations where there is no formal agreement for representing the collaboration and **there are more than 10 authors**, one may sign for all, provided the signer appends correspondence that attests that each of the authors have agreed to the change **and the added/removed authors sign the form. (Complete Section 3, followed by Section 6.)**
- Please note, we cannot investigate or mediate any authorship disputes. If you are unable to obtain agreement from all authors (including those who you wish to be removed) you must refer the matter to your institution(s) for investigation. Please inform us if you need to do this.
- If you are not able to return a fully completed form within **30 days** of the date that it was sent to the author requesting the change, we may have to withdraw your manuscript. We cannot publish manuscripts where authorship has not been agreed by all authors (including those who have been removed).
- Incomplete forms will be rejected.
- Please return/upload this form, fully completed, to the Journals Editorial Office. The Journal and/or Publisher will consider the information you have provided to decide whether to approve the proposed change in authorship. We may decide to contact your institution for more information or undertake a further investigation, if appropriate, before making a final decision.

Section 1: Please provide the current title of manuscript

Manuscript ID no.: CDD-21-1587RR

Title: Heme-stress activated NRF2 skews - - -

Section 2: Please provide the previous authorship, in the order shown on the manuscript before the changes were introduced. Please indicate the corresponding author by adding (CA) behind the name.

|                         | First name(s)   | Family name    | ORCID or SCOPUS id, if available |
|-------------------------|-----------------|----------------|----------------------------------|
| 1 <sup>st</sup> author  | Florence        | Vallelian (CA) |                                  |
| 2 <sup>nd</sup> author  | Raphael         | Buzzi          |                                  |
| 3 <sup>rd</sup> author  | Mark            | Pettiford      |                                  |
| 4 <sup>th</sup> author  | Ayla            | Yalamanoğlu    |                                  |
| 5 <sup>th</sup> author  | Andreas         | Wassner        |                                  |
| 6 <sup>th</sup> author  | Thomas          | Gentilella     |                                  |
| 7 <sup>th</sup> author  | Keirstin Harris | Hansen         |                                  |
| 8 <sup>th</sup> author  | Rak             | Humar          |                                  |
| 9 <sup>th</sup> author  | Nadia           | Schulthess     |                                  |
| 10 <sup>th</sup> author | Dominik         | Schäfer        |                                  |

Please use an additional sheet if there are more than 10 authors.

**Section 3: Please provide a justification for change. Please use this section to explain your reasons for changing the authorship of your manuscript, e.g. what necessitated the change in authorship? Please refer to the (journal) policy pages for more information about authorship. Please explain why omitted authors were not originally included and/or why authors were removed on the submitted manuscript.**

— additional experiments performed by the new author for the revision of the paper

**Section 4: Proposed new authorship. Please provide your new authorship list in the order you would like it to appear on the manuscript. Please indicate the corresponding author by adding (CA) behind the name. If the Corresponding Author has changed, please indicate the reason under section 3.**

|                         | First name(s) | Family name (this name will appear in full on the final publication and will be searchable in various abstract and indexing databases) | Affiliated institute | E-mail address |
|-------------------------|---------------|----------------------------------------------------------------------------------------------------------------------------------------|----------------------|----------------|
| 1 <sup>st</sup> author  | Florence      | Vallélian (CA)                                                                                                                         | University of Zurich |                |
| 2 <sup>nd</sup> author  | Raphael       | Buzzi                                                                                                                                  | University of Zurich |                |
| 3 <sup>rd</sup> author  | Marc          | Pfetterle                                                                                                                              | University of Zurich |                |
| 4 <sup>th</sup> author  | Ayla          | Yalamahoglu                                                                                                                            | University of Zurich |                |
| 5 <sup>th</sup> author  | Irina         | Dubach                                                                                                                                 | University of Zurich |                |
| 6 <sup>th</sup> author  | Andreas       | Wassmer                                                                                                                                | CSL Behring          |                |
| 7 <sup>th</sup> author  | Thomas        | gentiletti                                                                                                                             | CSL Behring          |                |
| 8 <sup>th</sup> author  | Kerstin       | Häuser                                                                                                                                 | University of Zurich |                |
| 9 <sup>th</sup> author  | Rek           | Humar                                                                                                                                  | University of Zurich |                |
| 10 <sup>th</sup> author | Nadja         | Schulthess                                                                                                                             | University of Zurich |                |

Please use an additional sheet if there are more than 10 authors.

11 Christian Schärer University of Zurich  
 12 Dominik Schärer University of Zurich

**Section 5: Author contribution, Acknowledgement and Disclosures.** Please use this section to provide a new disclosure statement and, if appropriate, acknowledge any contributors who have been removed as authors and ensure you state what contribution any new authors made (if applicable per the journal or book (series) policy). Please ensure these are updated in your manuscript - after approval of the change(s) - as our production department will not transfer the information in this form to your manuscript.

**New acknowledgements:**

no new acknowledgements

**New Disclosures (financial and non-financial interests, funding):**

no new disclosures

**New Author Contributions statement (if applicable per the journal policy):**

Irina Dubach: performed experiments

~~✗~~  
Christian Schaefer: performed experiments  
and analyzed data

State 'Not applicable' if there are no new authors.

**Section 6: Declaration of agreement.** All authors, unchanged, new and removed *must* sign this declaration.

(NB: Please print the form, (docu)-sign and return/upload a scanned copy. Please note that signatures that have been inserted as an image file are acceptable as long as it is handwritten. Typed names in the signature box are unacceptable.) \* Please delete as appropriate. Delete all of the bold if you were on the original authorship list and are remaining as an author.

|                         | First name | Family name |                                                                                                                                                                        | Signature                                                                             | Date       |
|-------------------------|------------|-------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------|------------|
| 1 <sup>st</sup> author  | Florence   | Vallélian   | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author | 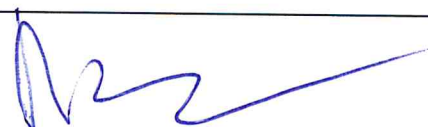   | 16.12.2021 |
| 2 <sup>nd</sup> author  | Raphael    | Buzzi       | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author | 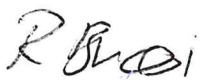   | 16.12.21   |
| 3 <sup>rd</sup> author  | Marc       | Pfeiffer    | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author | 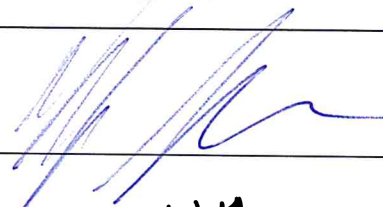   | 16.12.21   |
| 4 <sup>th</sup> authors | Ayla       | Yabumanglu  | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author | 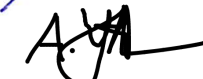   | 17.12.21   |
| 5 <sup>th</sup> author  | Irina      | Dubach      | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author | 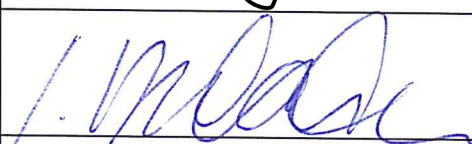  | 16.12.21   |
| 6 <sup>th</sup> author  | Andreas    | Wassner     | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author | 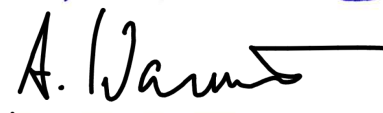 | 17.12.21   |
| 7 <sup>th</sup> author  | Thomas     | Gentiletti  | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author | 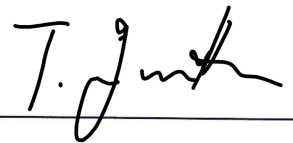 | 17.12.21   |

**Section 6: Declaration of agreement.** *All authors, unchanged, new and removed must sign this declaration.*

(NB: Please print the form, (docu)-sign and return/upload a scanned copy. Please note that signatures that have been inserted as an image file are acceptable as long as it is handwritten. Typed names in the signature box are unacceptable.) \* Please delete as appropriate. Delete all of the bold if you were on the original authorship list and are remaining as an author.

|                              | First name | Family name |                                                                                                                                                                        | Signature                                                                           | Date       |
|------------------------------|------------|-------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|------------|
| 1 <sup>st</sup> author<br>11 | Christian  | Schaefer    | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author | 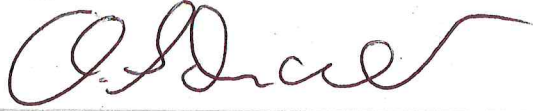 | 12/17/2021 |
| 2 <sup>nd</sup> author<br>12 | Dominik    | Schaefer    | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author | 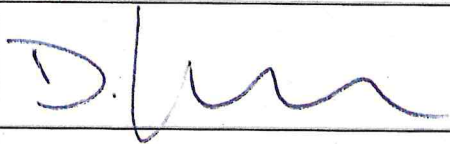 | 12/16/2021 |
| 3 <sup>rd</sup> author       |            |             | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author |                                                                                     |            |
| 4 <sup>th</sup> authors      |            |             | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author |                                                                                     |            |
| 5 <sup>th</sup> author       |            |             | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author |                                                                                     |            |
| 6 <sup>th</sup> author       |            |             | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author |                                                                                     |            |
| 7 <sup>th</sup> author       |            |             | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author |                                                                                     |            |

|                         | First name | Family name |                                                                                                                                                                        | Signature                                                                           | Date       |
|-------------------------|------------|-------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|------------|
| 8 <sup>th</sup> author  | Kerstin    | Hansen      | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author | 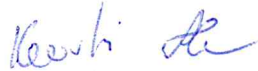 | 16.12.2021 |
| 9 <sup>th</sup> author  | Roh        | Hunnar      | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author | 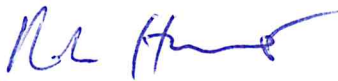 |            |
| 10 <sup>th</sup> author | Nadja      | Schulthess  | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author | 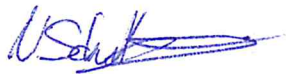 | 16.12.2021 |

Please use an additional sheet if there are more than 10 authors.

**In case of author collaborations with formal agreement:**

|                                | Name of consortium/consortia | First name | Family name |                                                                                                                                                                        | Signature | Date |
|--------------------------------|------------------------------|------------|-------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|------|
| Representative/legal guarantor |                              |            |             | I agree to the proposed new authorship shown in section 4 /and the addition/removal*of my name to the authorship list /and the proposed change in corresponding author |           |      |

Both added/removed authors should complete the information in the first table under Section 6.

---- End of form ----

How the deposited data were processed for this re-analysis (not part of the article)

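The data are 2 droplet scRNA-seq libraries of F4/80-enriched spleen cells, 1 from a control mouse, called wild-type in the paper, and 1 from an SCD mouse. The authors aligned the reads, assigned barcodes, removed empty droplets and deposited raw UMI counts per gene and barcode, without normalization. The methods name a release of Cell Ranger that differs from the one in the headers of the deposited matrices. The genome build is not stated in the paper's text for these libraries, and the gene identifiers are those of mouse Ensembl genes. The library labelled wild-type held 145953464 UMIs and the library labelled SCD 73986356. No sample was left out. The libraries enriched for DCs, for which no files were at hand, were not analysed.

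From the deposited counts, cells with 500 to 5000 genes, under 15% mitochondrial and under 30% ribosomal-protein UMIs were kept, and genes found in at least 20 kept cells were used for clustering. Size factors came from scran 1.30.0 in R 4.3.3, followed by log normalization. The 2000 most variable genes, without the 7 genes of Fig. 5D and the hemoglobin and sex-linked genes, gave 30 principal components and a graph of 15 neighbours, which was clustered with the Leiden algorithm at resolution 1 in scanpy 1.11.5 with python-igraph 0.11.9 under Python 3.11.15. Doublets were scored with Scrublet as implemented in scanpy and were left in. Where its automatic threshold marked under 0.5% of a library, the highest-scoring 10% were taken as doublets in the alternative without them.

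Markers of each cell type were fixed before the data were examined. The limits that turn them into names were set after a first clustering had been seen. The red pulp macrophage markers had to be at a median of at least 4 times, and the erythroid markers at least 2 times, their level in the main B lymphocyte-like cluster in the same libraries, so that free RNA would not name a cluster. Clusters with both were called EBI-like and clusters with macrophage markers alone RPM-like. In each case at least 3 of the markers had to be found in at least 10% of the cluster's cells. Other classes, and erythroid-like cells, needed at least 3 markers that were also at 2 times or more their level in the remaining cells, and the class with the largest part of its markers past these limits was taken. A cluster stayed unnamed when more markers of another class than of its own were among its 10 leading genes, DC subtypes counting as 1 class. This cluster, and not the whole B lymphocyte-like class, also gave the background values for free RNA. The reference cells were at first taken from each clustering anew. In some alternatives macrophage clusters then lost their names, so the reference cells of the main clustering were then used in every alternative. This changed values of the alternatives and left the main values as they were.

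Expression was compared between the libraries as CPM of summed UMIs. Intervals are 95% exact Poisson intervals for UMIs, exact binomial intervals for shares, and a normal interval on the log scale for a ratio of shares. For a median over genes the UMIs were redrawn from Poisson distributions. All of them cover counting error only. With 1 mouse per condition no test, p-value or number of changed genes is given. A count of 0 was taken to allow 3 counts. Gene lists written before the data were examined were described by the median log2 ratio of their genes with at least 100 UMIs in RPM-like cells and by the percentile of that median among 10000 random lists of the same size matched on mean expression. The lists were the genes of Fig. 5D, genes against reactive oxygen species named in the paper, NRF2 targets, and genes of the interferon response, MHC class II presentation, erythroid cells, complement C1q and scavenging, lysosomes, the cell cycle, inflammatory cytokines and stress of dissociation. The genes named in the text were the 7 of Fig. 5D, others the paper names, the hemoglobin genes, and the 10 largest rises and 10 largest falls in RPM-like cells among genes with at least 100 UMIs. Trim34a, Kcne3, Ddx3y, the cell-type markers Cd5l, Vcam1, C1qa, Flt3 and Alas2 and the leading genes of clusters fell outside this rule and were named after their values had been seen.

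The calculation of ratios was tested on simulated counts for the comparison of RPM-like cells, with 200 of 9993 genes changed by a known amount. The direction was recovered for 100% of the changed genes, and 95.6% of the intervals held the known value. The simulated counts were Poisson draws, the model that the intervals assume, so this checks the arithmetic only. They held no spread between cells or mice and no free RNA.

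Before the data were examined, alternatives were set for the cell filters, doublets, normalization, clustering resolution, genes used for clustering, joint or separate clustering, the library total, the weight of cells, and the depth of thinning. All of them were run. The tests between explanations and the neighbourhood of the β-globin locus are described where their values are given.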

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

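The tests reported in this part were all chosen after the results they bear on had been seen.

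Mouse β-globin UMIs in the library labelled SCD were a signal in genes the paper does not discuss. In erythroid-like cells Hbb-bs was at 58308 CPM in the library labelled SCD, where the label gives Hbb−/−, and at 137 CPM in the library labelled wild-type, where it gives Hbb+/−. Free RNA from other cells would give all cell classes a like level, but erythroid-like cells of the library labelled SCD had 111 times the Hbb-bs CPM of the main B lymphocyte-like cluster. Reads of the human transgene counted on mouse genes would raise β-globin in both libraries, since both mice carried the transgene, and the low level in the library labelled wild-type argues against this. A single wrong label would give both libraries the same genotype, but Hbb-bs differed between them. Hbb-bt, the other adult β-globin gene, also differed, by a log2 ratio of 6.26. Genes that share reads with a near-identical copy are uncertain, and Hbb-bs and Hbb-bt are such a pair. Shared reads would move both in the same direction, so Hbb-bt is not evidence independent of Hbb-bs. What stays open is that the libraries may have been exchanged between the labels, or each exchanged with a library not at hand. This is a hypothesis, and no label was changed. An exchange between these labels does not account for Hba-a1, at 25350 and 31388 CPM in erythroid-like cells, since both labels give Hba−/−. Whether the Hba-a1 reads came from the human transgene is not shown.

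Trim5 (ENSMUSG00000060441) in RPM-like cells, also a gene the paper does not discuss, was at 58.0 CPM in the library labelled SCD and had 0 UMIs in the library labelled wild-type, at least 326-fold higher with 3 counts as the floor over the cells. It lies on chromosome 7 of GRCm38 from 104263386 to 104288094, near Hbb-bs. Of the 10 largest rises in RPM-like cells, 5 lay within 5 Mb of Hbb-bs, Hbb-bs among them. Without the hemoglobin genes, 6 of 68 genes in this window (8.82%, 3.31 to 18.2%) had an absolute log2 ratio of at least 3, against 99 of 9920 other genes (0.998%). Around the α-globin gene Hba-a1, where the labels give both mice the same genotype, it was 0 of 28 genes, with an interval of 0 to 12.3%. The window and the size limit were set after Trim5 had been seen. The 6 genes include Trim5, Trim12a, Trim30d and Trim30b, which are among the 10 largest rises that prompted the count. All of the 6 but Kcne3 are neighbouring Trim genes, from 104244457 to 104507849. The interval takes genes as independent, so the count restates the observation and cannot test its source. A stronger interferon response, which can raise Trim genes, cannot be told apart. The interferon response list had a median log2 ratio of 1.08 in RPM-like cells, which does not bound how far a single gene can move. Different haplotypes around the β-globin locus stay possible in these mice, which the paper describes as of mixed genetic background, and the count did not test them. By their labels the mice would share 1 haplotype of this locus, the one that carries the Hbb deletion, and with Trim5 expressed from that haplotype at the level per copy of the library labelled SCD the library labelled wild-type would hold 2964 Trim5 UMIs over all kept cells. It held 10. With exchanged labels, the mouse without the haplotype that expresses Trim5 would be the Hbb−/− one, so this value too is in line with an exchange. This reasoning assumes that the haplotype around the deletion was not recombined and that Trim5 follows its own haplotype, neither of which was tested. Reads shared between the Trim genes of this cluster, and variants against the reference that keep reads from being counted, stay open as sources of the difference.

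Il1b in RPM-like cells, also outside the genes the paper discusses for these libraries, was at 327 CPM in the library labelled SCD and at 6.40 CPM in the library labelled wild-type, under labels that β-globin went against. In the library labelled SCD its level in RPM-like cells was 11.0 times that in the main B lymphocyte-like cluster, which argues against free RNA, since that reaches all classes alike. In the same library it was also at 263 CPM in Ly6c-low monocyte-like, 240 CPM in DC-like, 213 CPM in EBI-like and 93.1 CPM in Ly6c-high monocyte-like cells. In DC-like cells of the library labelled wild-type it was at 245 CPM, so that the libraries hardly differed in that class. Stress of dissociation could not be ruled out, since the list of dissociation genes had a median log2 ratio of 0.21 in RPM-like cells with genes on both sides, near the median of all genes. A difference between the mice, including one of genotype under either reading of the labels, stays open and was not tested.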

How the results depend on the processing

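All alternatives were set before the data were examined. The reference cells used to name clusters in them were changed after a first run. No paired analysis was possible because there was 1 mouse per condition. Over 27 results and 97 comparisons with an alternative, 48 stayed within the counting interval of the main value, 48 moved beyond it with the same sign or, for numbers of cells, without one, and 1 changed sign. The cause was not tested for any of them unless stated. Values are log2 ratios of the library labelled SCD to the library labelled wild-type unless stated, under labels that β-globin went against.

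The RPM-like and EBI-like shares, their sum, the median of the 7 heme and iron genes and Marco stayed lower in the library labelled SCD in every alternative run. The RPM-like share ranged from -1.02 to -0.80, the EBI-like share from -2.37 to -1.18 and the macrophage share, which is their sum, from -1.37 to -1.02. The median of the 7 genes ranged from -1.70 to -1.42 over all kept cells and from -0.77 to -0.66 over RPM-like cells, and Marco from -4.11 to -3.94 and from -3.85 to -3.27. The result that changed sign was the DC-like share, at -0.97 with each library clustered on its own. In that setting 22 of 23 clusters were named in the library labelled wild-type, but 13 of 21 in the library labelled SCD. There the RPM-like share was at -1.02, the macrophage share at -1.37 and Marco in RPM-like cells at -3.85. Without the limit on ribosomal-protein UMIs, which added 2 cells, the EBI-like share moved to -1.52 and the macrophage share to -1.10. With doublets removed, 27984 cells were kept, and the RPM-like share was at -0.80, the DC-like share at 0.51 and the median of the 7 genes over all kept cells at -1.56. The EBI-like share at -1.86 and the macrophage share at -1.23 then stayed within the interval of the main value. With the same total per cell, the EBI-like share was at -1.97 and the DC-like share at 0.58. At Leiden resolution 0.5, the EBI-like share was at -2.37 and the macrophage share at -1.34, and with all genes in the clustering they were at -1.18 and -1.02. The methods sentence read as written kept 1 cell, and a minimum of 200 genes kept 34000.

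Over all barcodes, the median of the 7 genes was -1.42 and Marco -3.95. With each cell counting alike, they were -1.60 and -3.94 over all kept cells and -0.77 and -3.27 over RPM-like cells. Scran-normalized counts gave a median of -1.70. Of the gene lists in RPM-like cells, with the reduced library total the genes against reactive oxygen species moved to -0.69, complement C1q and scavenging to -0.15 and lysosome to -0.77. Over RPM-like and EBI-like cells together these were at -0.59, -0.068 and -0.69, the interferon response at 0.48, MHC class II presentation at 2.20, erythroid genes at -1.88 and inflammatory cytokines at 0.044.

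The share of cells with a UMI depends on depth by construction. As the difference of SCD minus wild-type in percentage points, it was -45.9 for Marco, -31.2 for Slc48a1, -23.1 for Hmox1, -29.7 for Blvrb, -27.2 for Slc40a1, -3.11 for Fth1, -8.47 for Ftl1 after thinning to 2000 UMIs, and -57.8 for Marco, -31.4 for Slc48a1, -12.3 for Hmox1, -30.4 for Blvrb, -19.1 for Slc40a1, -1.20 for Fth1, -3.97 for Ftl1 without thinning. Differences within the counting intervals, and those between mice of the same condition, are beyond what 1 library per condition can show.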

Differences from the paper's values

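A number was counted as different when it was more than 1.5 times the paper's or the paper's was more than 1.5 times it. The cells kept fell just under this limit, at 31697 against the paper's 21170, which is 1.497 times. The paper's set of cells was thus not reproduced. The paper's number of Leiden clusters for these libraries is 14, and 25 were found here. Among the alternatives set before the data were examined, the value came within 1.5 times of the paper's at Leiden resolution 0.5, with 18 clusters. It was at 21, which is 1.5 times the paper's, in the library labelled SCD clustered on its own, and at 23 in the library labelled wild-type. It was further away at resolution 2 (37), without the limit on ribosomal-protein UMIs (26), without doublets (25), with the same total per cell (29) or with all genes in the clustering (29).

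The paper reports more red pulp and erythroblastic island macrophages in the SCD spleen. The share of RPM-like cells was 24.3% in the library labelled wild-type and 13.3% in the library labelled SCD, and that of EBI-like cells 22.6% and 6.35%. The classes were rebuilt from markers. Fig. 5D shows its 7 heme and iron genes higher in SCD. All 7 were lower in the library labelled SCD over all kept cells, with a median log2 ratio of -1.50. The paper reports Marco as higher in the SCD spleen. Its log2 ratio was -4.06. None of the alternatives turned these directions. The labels used are the deposited ones, against which the β-globin genes went.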

Other observations

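The test of an exchange was chosen after the result had been seen, and those of cell shares, depth and doublets, which had been set for differences in the opposite direction, were worded again after the direction had been seen.

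The 7 heme and iron genes were lower in the library labelled SCD. A larger share of red pulp macrophages in the library labelled wild-type could lower them over all cells, but within RPM-like cells the median log2 ratio was still -0.68, 45.4% of that over all kept cells, which argues against cell shares as the whole source. With each class held at its level in the library labelled wild-type, the shares of the classes alone gave a median of -0.26. This value holds free RNA fixed along with the class levels, although free RNA differed between the libraries. Hmox1 was at 2071 and 848 CPM in the main B lymphocyte-like cluster. The value of -0.26 therefore does not bound how much of the difference came from cell shares. A difference in depth is argued against by the shares of all kept cells with a UMI after thinning to 1000 UMIs. These shares lay apart beyond their intervals for each of the 7 genes, by -34.1 percentage points for Marco. Within RPM-like cells so thinned, the intervals of Blvrb overlapped. A candidate explanation that stays open is an exchange of the libraries between the labels. Hbb-bs, which is not among the 7 genes, had a log2 ratio of 8.74 in erythroid-like cells, in the direction an exchange predicts and with both libraries out of place. If the labels were exchanged, the direction of the macrophage shares and of the 7 genes would be the one the paper reports. The β-globin genes do not show at which step an exchange took place, or whether the paper's own figures rest on it, and a difference between these mice other than their β-globin genotype was not tested.

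EBI-like cells made up a larger share of the library labelled wild-type. Doublets of macrophages and erythroid cells cannot be told apart from island macrophages. Of the EBI-like cells 5.68% were taken as doublets, most of them by the rule that took the highest-scoring 10% in the library labelled wild-type, so this is not a rate of called doublets. In that library their median was 3453 UMIs, below the sum of 8410 for the RPM-like and erythroid-like medians. With the cells so taken removed, the log2 ratio of the EBI-like share was -1.86 in place of -1.83, so the doublets this rule finds do not account for the difference. A macrophage with an attached reticulocyte of few UMIs would look the same, and Scrublet's automatic threshold marked no cells in that library, which keep the explanation open.

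In RPM-like cells, the median log2 ratios of SCD to wild-type over the gene lists, with their percentile among random lists, were -0.68 (percentile 0.320) for the genes of Fig. 5D, -0.64 (percentile 0.705) for genes against reactive oxygen species named in the paper, -0.46 (percentile 0) for NRF2 targets, 1.08 (percentile 100) for the interferon response and 2.94 (percentile 100) for MHC class II presentation. They were -2.76 (percentile 0) for erythroid genes, -0.095 (percentile 30.9) for complement C1q and scavenging, -0.72 (percentile 0) for lysosome, -1.90 (percentile 0) for the cell cycle, 0.28 (percentile 64.2) for inflammatory cytokines and 0.21 (percentile 43.0) for stress of dissociation. The labels are the deposited ones, and RPM-like clusters were split by library. The erythroid list is not read as a change in RPM-like cells, since Alas2, one of its genes, was at 76.8 and 20.7 CPM in RPM-like cells and at a like 84.0 and 12.7 CPM in DC-like cells, which should lack it. In the same way H2-Ab1, of the MHC class II list, was at 138 and 1309 CPM in RPM-like cells and at 131 and 1074 CPM in T lymphocyte-like cells, which are few. Apart from the genes of Fig. 5D, the other lists were not set against a background of free RNA. Percentiles of 0 and 100 mean that none of the 10000 random lists lay beyond the list.

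The largest falls from the library labelled wild-type to the library labelled SCD in RPM-like cells included Lox, with 1110 and 2 UMIs, and Pdzk1, with 1235 and 4. The neutrophil genes S100a8 and Lcn2 were also among them, with 576 and 2 and with 111 and 0 UMIs, and the library labelled wild-type held more neutrophil-like cells. Beside Trim5 and Hbb-bs, the largest rises included Trim12a, at 0.770 and 78.8 CPM, Trim30d, at 1.07 and 53.3 CPM, and F2r, at 0.829 and 24.7 CPM. Of the genes near Hbb-bs past the size limit, Trim34a, at 1.95 and 33.7 CPM, was also higher in the library labelled SCD, and Kcne3, with 108 UMIs and 1 UMI, was lower. Over all kept cells Kcne3 was at a like 4.72 and 4.48 CPM, whereas Trim34a was at 2.74 and 47.6 CPM. The difference in Kcne3 was thus not seen over all kept cells.

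Over all kept cells, other genes the paper names had log2 ratios of SCD to wild-type of -1.95 for Gclm, -0.95 for Prdx1, -0.90 for Txnrd1, -1.19 for Cat, -2.72 for Nqo1, 0.34 for Gsr and 0.39 for Nfe2l2. The DC genes Ccr7, Cd83, Cd40, Cd74 and H2-Ab1 had log2 ratios of 1.38, 1.05, 1.61, 1.81 and 1.96. These are values of F4/80-enriched cells, under labels that β-globin went against, and the paper's statements on DCs rest on other libraries. UMIs of the Y-linked genes were found in both libraries, with Ddx3y at 176 and 185 CPM, so they do not tell the mice apart.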
